# Meiosis I chromosome segregation is established through regulation of microtubule–kinetochore interactions

**DOI:** 10.7554/eLife.00117

**Published:** 2012-12-18

**Authors:** Matthew P Miller, Elçin Ünal, Gloria A Brar, Angelika Amon

**Keywords:** meiosis, cyclin-dependent kinase, tension, cohesin, chromosome segregation, kinetochore, S. cerevisiae

## Abstract

During meiosis, a single round of DNA replication is followed by two consecutive rounds of nuclear divisions called meiosis I and meiosis II. In meiosis I, homologous chromosomes segregate, while sister chromatids remain together. Determining how this unusual chromosome segregation behavior is established is central to understanding germ cell development. Here we show that preventing microtubule–kinetochore interactions during premeiotic S phase and prophase I is essential for establishing the meiosis I chromosome segregation pattern. Premature interactions of kinetochores with microtubules transform meiosis I into a mitosis-like division by disrupting two key meiosis I events: coorientation of sister kinetochores and protection of centromeric cohesin removal from chromosomes. Furthermore we find that restricting outer kinetochore assembly contributes to preventing premature engagement of microtubules with kinetochores. We propose that inhibition of microtubule–kinetochore interactions during premeiotic S phase and prophase I is central to establishing the unique meiosis I chromosome segregation pattern.

**DOI:** http://dx.doi.org/10.7554/eLife.00117.001

## eLife digest

Diploid organisms contain two sets of chromosomes, one set inherited from the mother and the other from the father. Humans, for example, have 23 pairs of chromosomes, and the chromosomes within each pair are said to be homologous because they are similar to each other in a number of ways, including length and shape. When it comes time for one of these cells to duplicate, each chromosome is first replicated to generate a pair of identical chromosomes called sister chromatids, which subsequently separate in a cell division process known as mitosis to produce two identical daughter cells.

While most cells proliferate via mitotic cell division, the germ cells that generate gametes in the form of sperm or eggs undergo a different cell division known as meiosis. This process reduces the number of chromosomes by a factor of two, so that the original number of chromosomes is restored by the fusion of gametes during sexual reproduction. During meiotic cell division, a single round of DNA replication is followed by two consecutive rounds of nuclear division called meiosis I and meiosis II. During meiosis I, homologous chromosomes are separated. Subsequently, during meiosis II, the sister chromatids separate to produce a total of four products, each with half the number of chromosomes as the original cell.

The separation of homologous chromosomes or sister chromatids relies on them being pulled apart by microtubules. One end of each microtubule is attached to a protein-based structure called a kinetochore, which is assembled onto the centromere of each chromosome. The other end of each microtubule is attached to a structure that is called a centrosome in human cells and a spindle pole body in yeast cells. Human cells have two centrosomes, which reside on the opposite poles of the cell, and likewise for the spindle pole bodies in yeast cells. In mitotic cells and in meiosis II, microtubules attach to kinetochores in a way that means the sister chromatids are pulled apart. During meiosis I, on the other hand, they attach to kinetochores in a manner so the homologous chromosomes are pulled apart.

Miller et al. now show how the timing of the interaction between the kinetochore and microtubules is critical to ensure that the homologous chromosomes are separated during meiosis I. They found that premature interactions resulted in the separation of sister chromatids (as happens in mitosis) rather than the separation of homologous chromosomes, as is supposed to happen in meiosis I. They also showed that cells prevent such premature interactions by dismantling the outer regions of the kinetochore and reducing the levels of enzymes called CDKs in the cell. These results demonstrate that preventing premature microtubule–kinetochore interactions is essential for establishing a meiosis I-specific chromosome architecture, and they also provide fresh insights into how the molecular machinery that is responsible for mitotic chromosome segregation can be modulated to achieve meiosis.

**DOI:** http://dx.doi.org/10.7554/eLife.00117.002

## Introduction

Cells have evolved intricate mechanisms to execute proper partitioning of the genetic material during cell division. This task is especially complex in meiosis, the cell division used by sexually reproducing organisms to generate gametes. The goal of meiosis is to reduce the genome content by half such that proper ploidy is maintained upon fusion of gametes. To achieve this, a single round of DNA replication is followed by two consecutive rounds of nuclear division called meiosis I and meiosis II. During meiosis I homologous chromosomes segregate. Meiosis II resembles mitosis in that sister chromatids segregate from each other. The establishment of this specialized chromosome segregation pattern requires three changes that modulate how chromosomes interact with each other and with the microtubule cytoskeleton: (1) reciprocal recombination between homologous chromosomes, (2) the way linkages between sister chromatids, known as sister-chromatid cohesion, are removed from chromosomes and (3) the manner in which chromosomes attach to the meiotic spindle.

Homologous recombination is initiated by programmed double-strand breaks (DSBs), which are catalyzed by Spo11 following premeiotic DNA replication (Keeney et al., 1997). Subsequent repair of DSBs by crossover recombination generates physical linkages between homologous chromosomes. This, in turn, allows homologs to attach to the meiosis I spindle such that each homolog interacts with microtubules emanating from opposite spindle poles. As a result, homologous chromosomes biorient on the meiosis I spindle. The spindle assembly checkpoint prevents the onset of chromosome segregation until this process is completed. Once each pair of homologs is bioriented, checkpoint signaling ceases and anaphase entry ensues. A ubiquitin ligase known as the anaphase promoting complex/cyclosome and its specificity factor Cdc20 (APC/C-Cdc20) targets Securin for degradation, relieving Separase inhibition (Cohen-Fix et al., 1996; Ciosk et al., 1998). Separase is a protease that cleaves the kleisin subunit of cohesin, the protein complex that mediates sister-chromatid cohesion (Uhlmann et al., 1999, 2000; Schleiffer et al., 2003). In meiosis I, cleavage of cohesin at chromosome arms allows homologs to segregate (Buonomo et al., 2000). However, cohesin around the centromeres is protected from cleavage during meiosis I, which is essential for the accurate segregation of sister chromatids during meiosis II. Protection of centromeric cohesin is accomplished by preventing phosphorylation of Rec8, the meiosis-specific kleisin. This occurs, at least in part, by Sgo1 (MEI-S332)-dependent recruitment of the protein phosphatase PP2A to centromeric regions where it antagonizes Rec8 phosphorylation (Kerrebrock et al., 1995; Katis et al., 2004a; Kitajima et al., 2004, 2006; Riedel et al., 2006).

The third modification necessary to bring about the meiotic chromosome segregation pattern is the manner in which kinetochores attach to microtubules during meiosis I and meiosis II. In meiosis I, kinetochores of sister chromatid pairs (henceforth sister kinetochores) attach to microtubules emanating from the same spindle pole, a process called sister kinetochore coorientation. During meiosis II, as during mitosis, sister kinetochores attach to microtubules emanating from opposite spindle poles and are thus bioriented (reviewed in Marston and Amon, 2004). In budding yeast, sister kinetochore coorientation is brought about by the monopolin complex, which consists of Mam1, Lrs4, Csm1 and the casein kinase 1, Hrr25 (Toth et al., 2000; Rabitsch et al., 2003; Petronczki et al., 2006). Lrs4 and Csm1 localize to the nucleolus during interphase. During exit from pachytene, a stage of prophase I, Lrs4 and Csm1 associate with Mam1 and Hrr25 at kinetochores, a process that requires the Polo kinase Cdc5 (Clyne et al., 2003; Lee and Amon, 2003; Matos et al., 2008). How the association of monopolin with kinetochores is coordinated with respect to kinetochore assembly and microtubule–kinetochore interactions during meiosis is not understood.

Cyclin-dependent kinases (CDKs) are the central regulators of the mitotic and meiotic divisions. In budding yeast, a single CDK associates with one of six B-type cyclins (Clb1-Clb6) (reviewed in Morgan, 1997). In meiosis, Clb5- and Clb6-CDKs drive DNA replication and recombination, whereas Clb1-, Clb3- and Clb4-CDKs promote the meiotic nuclear divisions (reviewed in Marston and Amon, 2004). Meiotic cyclin-CDK activity is regulated both at the transcriptional and translational level (Grandin and Reed, 1993; Carlile and Amon, 2008). Transcription of *CLB1*, *CLB3* and *CLB4* occurs only after exit from pachytene (Chu and Herskowitz, 1998); *CLB3* is also translationally repressed during meiosis I, thus restricting Clb3-CDK activity to meiosis II (Carlile and Amon, 2008). The major mitotic cyclin, *CLB2*, is not expressed during meiosis (Grandin and Reed, 1993).

Here we investigate the importance of cyclin-CDK regulation in establishing the meiotic chromosome segregation pattern. We show that expression of a subset of cyclins during premeiotic S phase and early prophase I, defined as the prophase stages up to exit from pachytene, causes premature microtubule–kinetochore interactions. This, in turn, disrupts both sister kinetochore coorientation and protection of centromeric cohesin during meiosis I, revealing that the temporal control of microtubule–kinetochore interactions is essential for meiosis I chromosome morphogenesis. Furthermore, we define the mechanism by which premature microtubule–kinetochore interactions are prevented; through regulation of cyclin-CDK activity and of outer kinetochore assembly. Our results demonstrate that preventing premature microtubule–kinetochore interactions is essential for establishing a meiosis I-specific chromosome architecture and provide critical insights into how the mitotic chromosome segregation machinery is modulated to achieve a meiosis I-specific pattern of chromosome segregation.

## Results

### Cyclin expression is sufficient to induce spindle formation and microtubule–kinetochore interactions

We previously reported that *CLB3* expression prior to meiosis I induces a change in the pattern of chromosome segregation such that sister chromatids, instead of homologous chromosomes, segregate during the first nuclear division (Carlile and Amon, 2008). To determine how Clb-CDKs impact meiotic chromosome segregation and whether Clb-CDKs play redundant or specific roles in regulating this process, we examined the consequences of prematurely expressing *CLB1*, *CLB3*, *CLB4* or *CLB5*.

In our previous studies we expressed *CLB3* from the *GAL1-10* promoter driven by an estrogen inducible Gal4-ER fusion (Carlile and Amon, 2008). Expression from the *GAL1-10* promoter led to Clb3 accumulation in meiosis I to levels that are comparable to those seen in meiosis II in wild-type cells (Carlile and Amon, 2008). However, estrogen interferes with meiotic progression when added during early stages of sporulation (Figure 1A). To circumvent this problem we utilized the copper-inducible *CUP1* promoter to drive Clb3 expression. Expression from the *CUP1* promoter led to approximately fivefold higher levels of Clb3 protein compared to expression from the *GAL1-10* promoter (Figure 1B). To examine the consequences of the two *CLB3* constructs on chromosome segregation we used *GAL-CLB3* and *CUP-CLB3* strains in which one of the two homologs of chromosome III was marked by integrating a tandem array of tetO sequences ∼20 kb from CENIII (heterozygous LEU2-GFP dots). These cells also expressed a tetR-GFP fusion, which allowed visualization of the tetO arrays (Michaelis et al., 1997). The analysis of GFP dot segregation during the first meiotic division revealed that despite the difference in Clb3 protein levels, the extent of sister chromatid segregation in meiosis I was similar between *GAL-CLB3* and *CUP-CLB3* cells (Figure 1C). This finding indicates that expression of Clb3 from either the *CUP1* or *GAL1-10* promoter efficiently induces sister chromatid segregation during meiosis I. Furthermore, the timing of when Clb3 is expressed, rather than the amount of Clb3 present, appears to be the primary determinant of this phenotype. Based on this observation and the finding that all four cyclins showed equal expression when produced from the *CUP1* promoter (Figure 1D) we utilized the *CUP1* promoter for most subsequent analyses.

**Figure 1.**
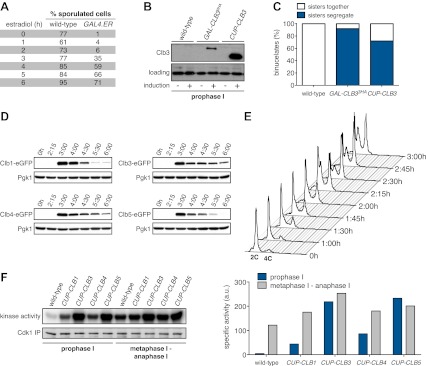
Characterization of premature cyclin expression and corresponding total CDK activity. (**A**) Wild-type (A4962) and *GAL4-ER* (A19151) cells were induced to sporulate. At the indicated time points, an aliquot was removed and treated with estradiol (1 μM). The percentage of cells that had sporulated after 24 hr was calculated as the sum of dyads, triads and tetrads divided by the total number of cells (n > 100 cells counted for each condition). (**B**) Wild-type (A18686), *GAL-CLB3-3HA* (A23084) and *CUP-CLB3* (A23086) cells also carrying the *GAL4-ER* fusion were induced to sporulate. After 3 hr, *CLB3* was induced. Each culture was treated with estradiol (1 μM) and CuSO_4_ (50 μM). Cells were harvested after 1 hr of estradiol and CuSO_4_ treatment for protein extraction. Levels of Clb3 were examined by Western blot analysis. A cross-reacting band was used as a loading reference. (**C**) Segregation of sister chromatids (equational division) using heterozygous GFP dots integrated at *LEU2* (∼20 kb from CENIII) was quantified in binucleate cells from wild-type (A18686), *GAL-CLB3-3HA* (A23084) and *CUP-CLB3* (A23086). Note that the samples were collected from the same experiment described in (**B**) at a time point when a fraction of the cells had completed meiosis I (6 hr 30 min and 7 hr after induction of sporulation) (n > 100 for each sample). Using a chi-square test (df 1), the fraction of binucleates that display a reductional or equational division was compared between wild-type and *GAL-CLB3-3HA* χ^2^ = 166.4, p<0.0001 and between wild-type and *CUP-CLB3* χ^2^ = 108.7, p<0.0001. (**D**) Wild-type or *CUP-CLB-eGFP* cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate. After 2 hr 15 min, cyclins were induced by addition of CuSO_4_ (50 μM). Cells were released from the *NDT80* block at 4 hr 30 min post transfer to sporulation medium. Cyclin levels monitored by Western blot at the indicated time points in *CUP-CLB1-eGFP* (A28531), *CUP-CLB3-eGFP* (A28533), *CUP-CLB4-eGFP* (A28535) and *CUP-CLB5-eGFP* (A33199) cells. Pgk1 was used as a loading control. (**E**) Wild-type (A22678) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Samples were taken at indicated time points to determine DNA content by flow cytometry. By 2 hr 15 min 43% of cells had a 4C DNA content. (**F**) Left: Wild-type (A28663), *CUP-CLB1* (A28665), *CUP-CLB3* (A28667), *CUP-CLB4* (A28669) and *CUP-CLB5* (A28671) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. In vitro kinase assays were performed with Cdc28-3V5 (Cdk1) immunoprecipitated from prophase I samples (collected 4 hr 30 min after sporulation induction, at the time of *NDT80* block-release) and metaphase I–anaphase I samples (collected 1 hr 30 min after release from the *NDT80* block). Right: specific activity was calculated by normalizing the amount of phosphorylated Histone H1 to the amount of immunoprecipitated Cdc28-3V5 using ImageQuant software (Molecular Dynamics, Sunnyvale, CA). **DOI:** http://dx.doi.org/10.7554/eLife.00117.003

Having established a system to effectively express various cyclins prior to meiosis I we next examined the consequences of their premature expression on meiosis I events. We first asked whether misexpression of various cyclins is sufficient to induce spindle formation in cells arrested in pachytene of prophase I, due to lack of the transcription factor Ndt80 (Xu et al., 1995; Chu and Herskowitz, 1998). We induced cyclin expression from the *CUP1* promoter 135 min after the induction of sporulation when typically 40–65% of the cells have replicated their DNA (Figure 1E; Blitzblau et al., 2012) and examined spindle pole body (SPB, centrosome equivalent in budding yeast) separation and spindle morphology following induction. As expected, wild-type cells did not form spindles in the absence of *NDT80* function. Expression of *CLB5* from the *CUP1* promoter did not lead to SPB separation and spindle formation either, although expression of *CLB5* in the prophase I arrest led to a significant increase in total CDK activity (Figures 1F and 2A, Figure 2—figure supplement 1). In contrast, *CUP-CLB1*, *CUP-CLB3* and *CUP-CLB4* cells separated SPBs and formed bipolar spindles, shortly after copper addition (Figure 2A and Figure 2—figure supplement 1). Similar results were observed in cells with intact *NDT80* (data not shown). We conclude that expression of *CLB1*, *CLB3* or *CLB4* is sufficient to promote bipolar spindle assembly in *NDT80*-depleted cells.

**Figure 2.**
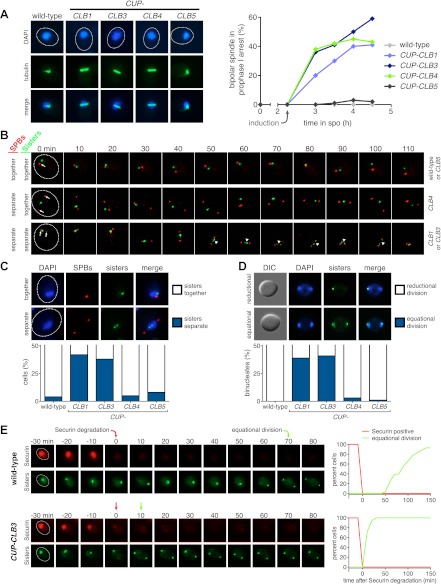
Premature expression of *CLB1* or *CLB3* causes sister kinetochore biorientation during prophase I and sister chromatid segregation in meiosis I. Wild-type or *CUP-CLB* cells were induced to sporulate. After 2 hr 15 min, cyclins were induced by addition of CuSO_4_ (50 μM). Cells were either arrested during prophase I or released from an *NDT80* block 4 hr 30 min after induction of sporulation. (**A**) Bipolar spindle formation determined in wild-type (A22678), *CUP-CLB1* (A27421), *CUP-CLB3* (A22702), *CUP-CLB4* (A27423) and *CUP-CLB5* (A27425) during prophase I (n = 100 per time point). Images on left show spindle formation in *CUP-CLB* cells 4 hr after induction of sporulation; in this and all subsequent Figures microtubules are shown in green and DNA in blue. The dotted line depicts the cell membrane. (**B**) Microtubule–kinetochore engagement monitored during prophase I, starting at 1 hr after CuSO_4_ addition in wild-type (A30700), *CUP-CLB1* (A30702), *CUP-CLB3* (A30704), *CUP-CLB4* (A30707) and *CUP-CLB5* (A30708) by live cell microscopy. SPBs (marked by arrow) and heterozygous CENV-GFP dots are shown (arrowheads mark separated CENV dots). In this and all subsequent figures SPBs are in red, GFP dots are in green. (**C**) Top panel: representative images of wild-type (A30700) and *CUP-CLB3* (A30704). Bottom panel: separation of heterozygous CENV-GFP dots in prophase I-arrested cells quantified in wild-type (A22678), *CUP-CLB1* (A27421), *CUP-CLB3* (A22702), *CUP-CLB4* (A27423) and *CUP-CLB5* (A27425) by live cell microscopy (over the duration of 8 hr, n > 100) as described in the ‘Materials and methods’. The fraction of nuclei that display sister kinetochores as separate or together for each *CUP-CLB* strain was compared to wild-type using a chi-square test (df 1): *CUP-CLB1*, χ^2^ = 40.77, p<0.0001; *CUP-CLB3*, χ^2^ = 34.84, p<0.0001; *CUP-CLB4*, χ^2^ = 0.1163, p=0.7330; *CUP-CLB5*, χ^2^ = 1.418, p=0.2337. (**D**) Segregation of sister chromatids (equational division) using heterozygous CENV-GFP dots quantified in binucleates from wild-type (A22678), *CUP-CLB1* (A27421), *CUP-CLB3* (A22702), *CUP-CLB4* (A27423) and *CUP-CLB5* (A27425) (n = 100). The fraction of binucleates that display a reductional or equational division for each *CUP-CLB* strain was compared to wild-type using a chi-square test (df 1): *CUP-CLB1*, χ^2^ = 45.13, p<0.0001; *CUP-CLB3*, χ^2^ = 48.22, p<0.0001; *CUP-CLB4*, χ^2^ = 1.020, p=0.3124; *CUP-CLB5*, χ^2^ = 0, p=1. (**E**) Wild-type (A31019) and *CUP-CLB3* (A31021) cells monitored for segregation of heterozygous CENV-GFP dots with respect to Pds1 (Securin, red) degradation by live cell microscopy (n > 17). Time of Pds1 degradation set to t = 0, percent cells were plotted as a Kaplan–Meier curve. Note that for A31021, the analysis of cells that segregate sister chromatids in the first nuclear division is shown. Pds1 accumulation during prophase II is not observed using the Pds1-tdTomato construct, likely due to delayed maturation of the fluorophore (Katis et al., 2010). **DOI:** http://dx.doi.org/10.7554/eLife.00117.004

**Figure 2—figure supplement 1.**
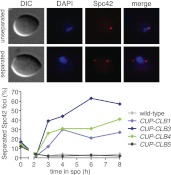
Spindle pole body separation in *CUP-CLB* cells. Wild-type or *CUP-CLB* cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate. After 2 hr 15 min, cyclins were induced by addition of CuSO_4_ (50 μM). Cells were arrested during prophase I and the percentage of cells with separated Spc42 foci (red dots) was determined at indicated time points in wild-type (A29581), *CUP-CLB1* (A29582), *CUP-CLB3* (A29583), *CUP-CLB4* (A29584) and *CUP-CLB5* (A29585) (n > 100 for each time point). **DOI:** http://dx.doi.org/10.7554/eLife.00117.005

**Figure 2—figure supplement 2.**
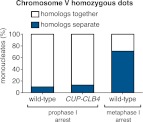
Homolog separation in *CUP-CLB4* cells. Wild-type (A22688), *CUP-CLB4* (A32470) also carrying the *GAL4-ER* and *GAL-NDT80* fusions or *cdc20-mn* (A15163) cells all carrying homozygous CENV GFP dots were induced to sporulate. After 2 hr 15 min, cyclins were induced by addition of CuSO_4_ (50 μM). Cells were arrested either during prophase I (A22688, A324470) or metaphase I (A15163). Separated GFP foci (homologs separate) were analyzed 6 hr (prophase I-arrest) or 8 hr 30 min (metaphase I-arrest) after induction of sporulation (n > 100 for each time point). Using a chi-square test (df 1), the fraction of mononucleates that display homologs as together or separate during a prophase I arrest was compared between wild-type and *CUP-CLB4* χ^2^ = 0.4422, p=0.5061. **DOI:** http://dx.doi.org/10.7554/eLife.00117.006

**Figure 2—figure supplement 3.**
Chromosome III sister chromatid segregation in *CUP-CLB3* cells. Wild-type (A18185) and *CUP-CLB3* (A22682) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate. After 3 hr, *CLB3* was induced by addition of CuSO_4_ (50 μM). At 6 hr, cells were released from the *NDT80* block. Subsequently, segregation of sister chromatids (equational division) using heterozygous GFP dots integrated at *LEU2* (∼20 kb from CENIII) was quantified in binucleate cells. The appearance of segregated sister chromatids in wild-type is likely due to recombination between *LEU2* and *CEN3*. Using a chi-square test (df 1), the fraction of binucleates that display a reductional or equational division was compared between wild-type and *CUP-CLB3* χ^2^ = 35.65, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.007

**Figure 2—figure supplement 4.**
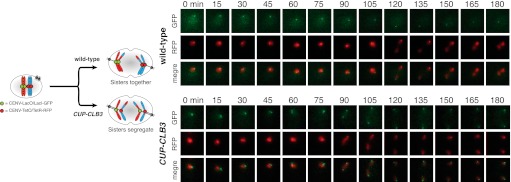
Sister chromatid segregation in *CUP-CLB3* cells using dual-color marked chromosomes. Wild-type (A27476) and *CUP-CLB3* (A27480) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions and CENV-LacO/LacI-GFP on one homolog of chromosome V (green) and CENV-tetO/tetR-RFP on the other homolog of chromosome V (red) were induced to sporulate and CuSO_4_ (50 μM) was added at 2 hr 15 min. At 4 hr 30 min, cells were released from *NDT80* block and monitored by live cell microscopy starting 30 min after estradiol addition, and monitored every 15 min for 8 hr. **DOI:** http://dx.doi.org/10.7554/eLife.00117.008

**Figure 2—figure supplement 5.**
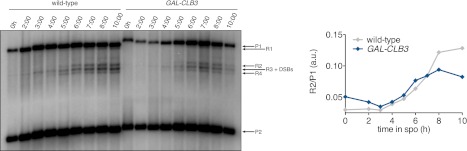
Recombination in *CUP-CLB3* cells. Left panel: wild-type (A21104) and *GAL-CLB3* (A21105) cells were induced to sporulate and estradiol (1 μM) was added 3 hr after transfer into sporulation medium. Genomic DNA was prepared and digested with XhoI and MluI and hybridized with Probe A. See Storlazzi et al. (1995) for details. Right panel: recombination products were quantified as R2/P1. Note: A21104 and A21105 contain auxotrophies and have reduced meiotic kinetics relative to prototrophic strains. **DOI:** http://dx.doi.org/10.7554/eLife.00117.009

**Figure 2—figure supplement 6.**
Localization of Rad51 in *CUP-CLB3* cells. Wild-type (A22864) and *CUP-CLB3* (A22866) cells were induced to sporulate and CuSO_4_ (50 μM) was added 3 hr after transfer into sporulation medium. Localization of the double-strand break repair protein Rad51 (green) was determined by nuclear spreads 4 hr after transfer to sporulation medium. DNA is shown in blue. **DOI:** http://dx.doi.org/10.7554/eLife.00117.010

**Figure 2—figure supplement 7.**
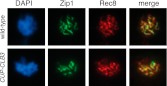
Localization of Zip1 in *CUP-CLB3* cells. Wild-type (A22836) and *CUP-CLB3* (A22838) cells were induced to sporulate and CuSO_4_ (50 μM) was added 3 hr after transfer into sporulation medium. Localization of the synaptonemal complex component Zip1 (green) and the cohesin subunit Rec8-13myc (red) was determined by nuclear spreads 5 hr after transfer to sporulation medium. DNA is shown in blue. **DOI:** http://dx.doi.org/10.7554/eLife.00117.011

**Figure 2—figure supplement 8.**
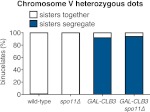
Preventing homologous recombination does not affect the phenotypes caused by premature *CLB3* expression. Wild-type (A19396), *GAL-CLB3* (A19400), *spo11∆* (A21193) and *spo11∆ GAL-CLB3* (A21194) cells were induced to sporulate and estradiol (1 μM) was added 3 hr after transfer into sporulation medium. Subsequently, segregation of sister chromatids (equational division) was quantified using heterozygous CENV GFP dots in binucleate cells (n = 100). Note that *CLB3-*induced meiosis I sister chromatid segregation is higher in *GAL-CLB3* cells than in *CUP-CLB3* cells. This is presumably due to the more homogenous expression of *CLB3* in cells where expression is driven from the *GAL1-10* promoter. Using a chi-square test (df 1), the fraction of binucleates that display a reductional or equational division was compared between *GAL-CLB3* and *GAL-CLB3 spo11∆* χ^2^ = 0.3072, p=0.5794. **DOI:** http://dx.doi.org/10.7554/eLife.00117.012

Next, we determined whether expression of *CLB1*, *CLB3* or *CLB4* in pachytene-arrested cells also affects the manner in which chromosomes attach to the meiotic spindle using live-cell imaging. To this end we used strains carrying heterozygous CENV-GFP dots and an Spc42-mCherry fusion (Spc42 is an SPB component) to monitor the behavior of the marked centromere with respect to the spindle axis. In wild-type and *CUP-CLB5* cells, sister kinetochores remained closely associated with each other and did not appear to be tightly associated with SPBs, consistent with the observation that these cells failed to form a spindle. In contrast, we observed dynamic separation of heterozygous CENV-GFP dots upon expression of *CLB1* or *CLB3*, with sister kinetochores frequently splitting and coming together (Figure 2B,C). This observation is reminiscent of the behavior of bioriented sister chromatids during metaphase of mitosis (Pearson et al., 2001).

Cells expressing *CLB4* did not show transient splitting of sister kinetochores in prophase I, indicating that chromosomes are either unable to attach to the spindle or that homologous chromosomes, instead of sister chromatids, are bioriented as occurs in wild-type cells during metaphase I. To distinguish between these possibilities, we examined the behavior of *CUP-CLB4* cells in which both homologs of chromosome V harbor CENV-GFP dots (henceforth homozygous CENV-GFP dots). Similar to wild-type, we observed that in *CUP-CLB4* cells the two CENV-GFP dots remained tightly associated in prophase I, indicating that the homologous chromosomes are paired and not attached to the prematurely formed spindle (Figure 2—figure supplement 2). Together, these results indicate that *CUP-CLB1*, *CUP-CLB3* or *CUP-CLB4* expression promotes bipolar spindle formation in pachytene-arrested cells, but only *CLB1* and *CLB3* expression can promote stable microtubule–kinetochore attachments sufficient to generate tension.

To determine whether different amounts of total CDK activity were responsible for the phenotypic differences of prematurely expressing Clb1 or Clb3 compared to Clb4, we measured total CDK activity (Cdc28 in budding yeast) using Histone H1 as a substrate. Cdc28-associated kinase activity was low during prophase I and increased more than 25-fold during metaphase I/anaphase I in wild-type cells (Figure 1F). Expression of all four cyclins led to a significant increase in total CDK activity in prophase I (Figure 1F), but importantly, the degree of increase did not correlate with the ability to induce sister chromatid splitting in the *NDT80* arrest. For example, Clb1 expression led to a similar increase in Cdc28-associated kinase activity as expression of Clb4, yet Clb1 induced sister chromatid splitting whereas Clb4 did not (Figures 1F and 2B,C). We conclude that the ability to induce sister chromatid splitting does not correlate with total CDK activity produced by the various *CUP-CLB* fusions. Furthermore, SPB separation and spindle formation are not sufficient to induce microtubule–kinetochore interactions. Events that can be triggered by Clb1 and Clb3, but not Clb4 are also necessary to promote attachments sufficient to generate tension. Determining why *CLB4* expressing cells fail to form productive microtubule–kinetochore interactions could provide important insights into substrate specificity of cyclin-CDK complexes.

### Expression of *CLB3* or *CLB1* during premeiotic S phase/prophase I causes sister chromatids to segregate during meiosis I

To determine the consequences of premature cyclin expression on meiosis I chromosome segregation, we examined the segregation of heterozygous CENV-GFP dots in cells that were reversibly arrested in pachytene using the *NDT80* block-release system. In this system, expression of *NDT80* is controlled by the *GAL1-10* promoter, which is regulated by an estrogen-inducible Gal4-ER fusion (Benjamin et al., 2003; Carlile and Amon, 2008). Cells were induced to sporulate and after 135 min, copper was added to induce cyclin expression. 4 hr 30 min after sporulation induction, estrogen was added to allow cells to synchronously proceed through the meiotic divisions. In wild-type, *CUP-CLB4* and *CUP-CLB5* cells, sister chromatids cosegregated in the first division, resulting in binucleate cells with a GFP dot in one of the two nuclei. In contrast, 39% of *CUP-CLB1* and 41% of *CUP-CLB3* cells segregated sister chromatids in the first division, as judged by the presence of binucleate cells with a GFP dot in each nucleus (Figure 2D). We observed a similar result for chromosome III and cells in which one copy of chromosome V was marked with a GFP dot and the other copy with an RFP dot (Figure 2—figure supplements 3 and 4).

To confirm that sister chromatids indeed split during meiosis I in cells expressing *CLB3* during prophase I, we examined when sister chromatid separation occurred with respect to Securin (Pds1 in budding yeast) degradation in *CUP-CLB3* cells. In wild-type cells harboring heterozygous CENV-GFP dots, Pds1 degradation was immediately followed by movement of the single GFP dot to one side of the cell, indicating that homologous chromosomes had segregated. Subsequently, these cells underwent meiosis II and sister chromatids segregated (median = 86 min after Pds1 degradation; Figure 2E). In contrast, *CUP-CLB3* cells segregated sister chromatids immediately after Pds1 degradation (median = 7 min after Pds1 degradation; Figure 2E). These results demonstrate that *CUP-CLB3* cells segregate sister chromatids during the first meiotic division. Thus, *CUP-CLB3* cells must be defective in two key aspects of meiosis I chromosome segregation: coorientation of sister kinetochores and maintenance of centromeric cohesion. We note that another essential aspect of meiosis I chromosome segregation, homologous recombination, was not affected by premature *CLB3* expression. We observed no major defects in DSB formation, synaptonemal complex assembly and generation of recombination products, nor did preventing homologous recombination affect the phenotypes caused by premature *CLB3* expression (Figure 2—figure supplements 5–8).

### Premature expression of *CLB3* interferes with monopolin localization

The finding that *CUP-CLB1* or *CUP-CLB3* cells segregate sister chromatids during meiosis I indicates that sister kinetochore coorientation is defective. To investigate this further, we examined monopolin localization in cells that segregate sister chromatids in meiosis I (*CUP-CLB3* cells) and cells that do not exhibit chromosome missegregation despite cyclin misexpression (*CUP-CLB4* cells). Colocalization of Lrs4 or Mam1 with the kinetochore component Ndc10 was dramatically reduced in *CUP-CLB3* but not *CUP-CLB4* cells (Figure 3A and Figure 3—figure supplements 1 and 2). Hyperphosphorylation of Lrs4, which correlates with monopolin function (Clyne et al., 2003; Lee and Amon, 2003; Matos et al., 2008), was also significantly reduced in *CUP-CLB3*, but not in *CUP-CLB4* cells (Figure 3B and Figure 3—figure supplement 3). These results indicate that premature expression of *CLB3* prevents monopolin association with kinetochores.

**Figure 3.**
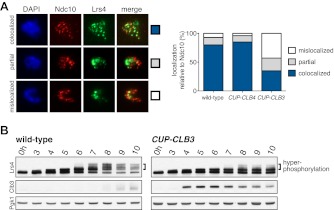
Premature *CLB3* expression disrupts monopolin function. (**A**) Lrs4-13myc (green) localization relative to Ndc10-6HA (red) was determined in spread nuclei from wild-type (A9217), *CUP-CLB3* (A26278) and *CUP-CLB4* (A29643) harboring a Cdc20 depletion allele (*cdc20-mn*) were induced to undergo sporulation and arrested in metaphase I due to depletion of Cdc20. CuSO_4_ was added at 3 hr after induction of sporulation (n > 40). The fraction of spread nuclei that display colocalized, partial or mislocalized Lrs4 with respect to Ndc10 was compared to wild-type using a chi-square test (df 2): *CUP-CLB4*, χ^2^ = 1.136, p=0.5666; *CUP-CLB3*, χ^2^ = 45.84, p<0.0001. (**B**) Western blots for Lrs4-13myc, Clb3 and Pgk1 from wild-type (A9217) and *CUP-CLB3* (A26278) cells. Cells were sporulated as described in (**A**). **DOI:** http://dx.doi.org/10.7554/eLife.00117.013

**Figure 3—figure supplement 1.**
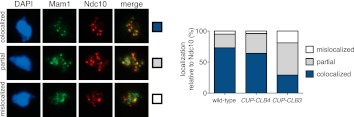
Monopolin association with kinetochores is disrupted in *CUP-CLB3* but not in *CUP-CLB4* cells. Wild-type (A7450), *CUP-CLB3* (A28673) and *CUP-CLB4* (A28674) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Mam1-9myc (green) localization relative to Ndc10-6HA (red) was determined in spread nuclei from metaphase I-arrested cells (n > 40). DNA is shown in blue. Using a chi-square test (df 2) the fraction of spread nuclei that display colocalized, partial or mislocalized Mam1 with respect to Ndc10 was compared to wild-type: *CUP-CLB4*, χ^2^ = 2.554, p=0.2788; *CUP-CLB3*, χ^2^ = 39.31, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.014

**Figure 3—figure supplement 2.**
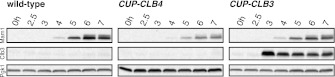
Premature Clb3 expression does not interfere with Mam1 expression. Wild-type (A7450), *CUP-CLB3* (A28673) and *CUP-CLB4* (A28674) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Mam1 protein levels were analyzed to determine whether premature Clb3 expression interferes with Mam1 expression. Pgk1 was used as a loading control. **DOI:** http://dx.doi.org/10.7554/eLife.00117.015

**Figure 3—figure supplement 3.**
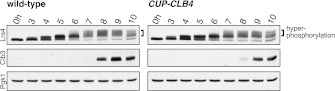
Lrs4 phosphorylation is not disrupted in *CUP-CLB4* cells. Wild-type (A26277) and *CUP-CLB4* (A29643) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Levels of Lrs4, Clb3 and Pgk1 from cells arrested in metaphase I were examined by Western blot analysis. **DOI:** http://dx.doi.org/10.7554/eLife.00117.016

### Centromeric cohesin is lost during meiosis I in *CUP-CLB3* cells

Sister chromatids segregate during meiosis I in *CUP-CLB3* cells, indicating that centromeric cohesin either fails to associate with chromosomes or is lost prematurely. 

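ChIP-chip data were obtained for Rec8-13myc in prophase I-arrested cells (wild-type A28716 and *CUP-CLB3* A28718) and for Pds5 in metaphase I-arrested cells (wild-type A28681 and *CUP-CLB3* A28682). In ChIP-chip, DNA that co-precipitates with a protein and the input DNA are labeled with different dyes and hybridized to one array, so that the ratio at each probe measures the enrichment of that stretch of DNA. The prophase I strains carry *GAL-NDT80* and remain arrested until NDT80, a transcription factor needed to leave prophase I, is induced; the metaphase I strains express *CDC20* from the *CLB2* promoter, which is not active in meiosis. Copper (50 μM) was added 2.5 hr after transfer into sporulation medium. By the sample labels, Rec8 cultures were taken after 5 hr and Pds5 cultures after 7 hr. There was 1 array per condition and therefore no replicate, so the difference between genotypes could not be set against replicate error, no test between genotypes was possible within a protein and arrest, and none was made over the 4 pairs together. Each array holds 41282 probes of 60 nucleotides on the 16 nuclear chromosomes, with a median distance of 267 bp between neighboring probe centers. The immunoprecipitated DNA carried Cy3 and the input DNA Cy5. The authors scanned the arrays and processed them with Agilent Feature Extraction 10.1.1.1, which subtracted a spatial background surface and scaled the dyes linearly within each array. From these deposited intensities, log2(ChIP/input) was computed for each probe and the median of the array was set to 0. This centering fixes the middle of every array, so a change of the same size at every probe would not be seen. Probes that the software marked as outliers were left out. They made up 30.9% of the probes of the Rec8 wild-type array and 47.7% of the Rec8 *CUP-CLB3* array, so that 17483 probes could be compared between the Rec8 arrays, but at most 0.063% of either Pds5 array. The software rated 31.7% of probes as well above background in both channels of the Pds5 *CUP-CLB3* array, against 75.9% for Pds5 in wild-type and at least 96.5% for Rec8. The 2 Rec8 arrays lay on 1 slide and the 2 Pds5 arrays on 2 slides, so that for Pds5 the slide and the genotype cannot be told apart. On the Pds5 *CUP-CLB3* array, input at URA3, which the strain list gives for this strain, was close to that on arrays of strains without it. In a table of log ratios that the authors also deposited, the values of the array labelled Pds5 wild-type stand under the name of Pds5 in *CUP-CLB3* cells. Arrays are named here by the labels of the scanner files, and the sign of each Pds5 difference depends on these labels.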

To test the first possibility, we examined chromosome association of the cohesin subunit Rec8 and the cohesion maintenance factor Pds5 with chromosomes. 

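Across probes, log2 enrichment of Rec8 in *CUP-CLB3* cells followed that in wild-type cells with a Pearson correlation of 0.929 and a Spearman correlation of 0.905 over 17483 probes. Computed for each chromosome, Pearson's r had an SD of 0.011 over the 16 chromosomes. For Pds5, Pearson's r was 0.709 and Spearman's rho 0.685 over 41256 probes, with an SD of 0.029 over chromosomes. As a reference, the 24 combinations of arrays that differ in protein or arrest gave r between 0.382 and 0.823, with a median of 0.633. The Rec8 pair lay above this range and the Pds5 pair within it. The Rec8 arrays share a slide and a software protocol with each other and with no other array, and the Pds5 arrays lie on 2 slides. A place in this range therefore mixes slide and extraction with the protein. Neighboring probes overlap the same DNA fragments, so probes are not independent and no p-value is attached to these correlations. The value for Pds5 depended on the background treatment more than that for Rec8: with the local background subtracted and no dye normalization, r was 0.828 for Pds5 and 0.887 for Rec8. Peaks were defined as runs of at least 2 probes at or above 1.5-fold enrichment after averaging over 500 bp on each side. There were 918 Rec8 peaks in wild-type and 878 in *CUP-CLB3* cells, and 726 Pds5 peaks in wild-type and 922 in *CUP-CLB3* cells. Of the wild-type Rec8 peaks, 72.1% overlapped a *CUP-CLB3* peak (95% exact binomial interval 69.1% to 75.0%), and of the *CUP-CLB3* Rec8 peaks 78.2% overlapped a wild-type peak (75.4% to 80.9%). The corresponding shares for Pds5 were 71.8% (68.3% to 75.0%) and 64.5% (61.3% to 67.6%). After shifting the peaks along each chromosome at random, the mean overlap lay between 16.8% and 20.9%. The intervals cover counting error only. Rec8 peaks were called on 28530 usable probes in wild-type and 21611 in *CUP-CLB3* cells. A Rec8 peak of one array can lie where outlier marks removed the probes of the other. The Rec8 counts and shares therefore also depend on missing probes, and keeping marked probes was not run for peaks. Taking the top 5% of probes of each array as threshold left 346 wild-type Rec8 peaks, of which 56.1% were overlapped, and a 2-fold threshold left 276 wild-type Pds5 peaks, of which 68.1% were overlapped.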

Chromatin immunoprecipitation (ChIP) and chromosome spreads revealed that association of both proteins with chromosomes in *CUP-CLB3* cells was indistinguishable from that of wild-type cells during prophase I or metaphase I (Figure 4A and Figure 4—figure supplements 1 and 2). Thus, loading of cohesion factors onto chromosomes is not affected in *CUP-CLB3* cells.

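Centromeric enrichment was taken as the mean log2(ChIP/input) within 10 kb of each centromere, averaged over the 16 chromosomes. The files do not list centromeres, so each was placed midway between the innermost probes inside genes of the left and right arm. Rec8 enrichment was 0.98 ± 0.20 (SD over 16 chromosomes) in wild-type and 1.10 ± 0.21 in *CUP-CLB3* cells. Pds5 enrichment was 1.05 ± 0.13 in wild-type and 1.01 ± 0.12 in *CUP-CLB3* cells. The SD describes how chromosomes differ within 1 pair of arrays and is not a replicate error. Every chromosome was enriched on every one of these arrays. The *CUP-CLB3* minus wild-type difference was 0.12 ± 0.12 for Rec8, with 13 of 16 chromosomes higher in *CUP-CLB3* cells, and -0.036 ± 0.086 for Pds5, with 3 of 16 higher. The differences depended on the normalization. The Rec8 difference was 0.030 with normexp background correction and 0.16 with loess within each array. The Pds5 difference was -0.22 after quantile normalization of the pair and 0.085 when linear ratios were averaged. The median probe difference at centromeres was 0.093 for Rec8 and -0.026 for Pds5. Among 10000 random probe lists matched on mean level, it stood at the 99.99th percentile for Rec8 and below every list for Pds5. These percentiles describe the 2 hybridizations of each pair, not the genotypes. The matched lists had a median of 0.030 for Rec8 and 0.34 for Pds5. Matching on the mean of 2 arrays favors probes raised on the array with the larger spread. For Pds5 that was the *CUP-CLB3* array (SD of log2 values 0.638 against 0.564). The place of Pds5 below every list is therefore not read as a decrease at centromeres.

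**Figure D1:**
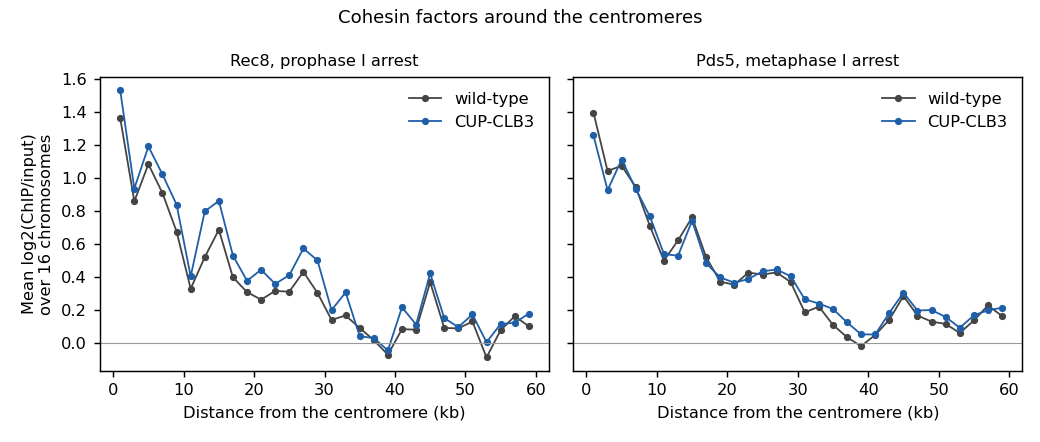
Mean log2(ChIP/input) over 16 chromosomes in bins of 2 kb against the distance from the centromere in kb, for Rec8 in prophase I (left) and Pds5 in metaphase I (right), in wild-type (gray) and *CUP-CLB3* cells (blue), with 1 array per line. In the bin next to the centromere Rec8 stands at 1.36 in wild-type and 1.53 in *CUP-CLB3* cells, and Pds5 at 1.40 and 1.26.

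Enrichment fell below 0.5 of its innermost value at 8 kb for Rec8 in wild-type and at 10 kb for Rec8 in *CUP-CLB3* cells and for Pds5 in both. With 1 kb bins it was 2 kb for Rec8 in both strains. From the similar association of Rec8 and Pds5 with chromosomes in both strains, the paper concludes that loading of cohesion factors is not affected by *CUP-CLB3*.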

**Figure 4.**
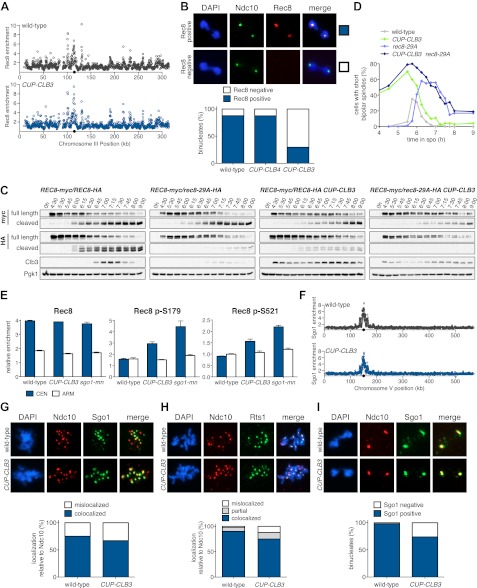
*CLB3* misexpression disrupts protection of centromeric cohesin. Cyclin expression was induced after 2 hr 15 min (**C**) and (**D**), 2 hr 30 min (**A**), (**B**), (**E**), (**F**) and (**H**) or 3 hr (**G**) and (**I**) of sporulation. (**A**) Chromosomal association of Rec8-13myc was monitored by ChIP-chip in wild-type (A28716) and *CUP-CLB3* (A28718) during prophase I arrest. Centromere position is identified by a black circle. (**B**) Centromeric Rec8 localization was monitored in spread nuclei from wild-type (A28684), *CUP-CLB3* (A28685) and *CUP-CLB4* (A28686) cells carrying *REC8-3HA* (red) and *NDC10-13myc* (green) (n > 40). The fraction of spread nuclei that were Rec8 positive or negative was compared to wild-type using a chi-square test (df 1): *CUP-CLB4*, χ^2^ = 0.001323, p=0.9710; *CUP-CLB3*, χ^2^ = 32.79, p<0.0001. (**C**) Rec8 cleavage monitored by Western blot after release from an *NDT80* block (4 hr 30 min) in wild-type and *CUP-CLB3* carrying both a myc-tagged *REC8* allele as well as either HA-tagged *REC8* or *rec8-29A* allele (left to right: A29957, A29959, A29961, A29963). (**D**) Percentage of cells with short bipolar spindles was determined at indicated times in wild-type (A22804), *CUP-CLB3* (A29965), *rec8-29A* (A22803) and *CUP-CLB3 rec8-29A* (A29967) after release from an *NDT80* block (4 hr 30 min) (n = 100 per time point). (**E**) ChIP analysis for total Rec8, p-S179 Rec8 or p-S521 Rec8 from metaphase I-arrested (*cdc20-mn*) wild-type (A28681), *CUP-CLB3* (A28682) and Sgo1-depleted (*sgo1-mn*; A29994) cells. Relative occupancy at a chromosome arm site (c194) or at a centromeric site (CENV) was determined relative to a low binding region (c281). Error bars represent range (n = 2). (**F**) Chromosomal association of Sgo1-3V5 was monitored by ChIP-chip in wild-type (A29795) and *CUP-CLB3* (A29799) cells during prophase I-arrest. Centromere position is identified by a black circle. (**G**), (**H**) Localization of Sgo1-9myc (G, green) or Rts1-13myc (H, green) relative to Ndc10-6HA (red) determined by nuclear spreads in (**G**) wild-type (A22868) and *CUP-CLB3* (A22870) or (**H**) wild-type (A28329) and *CUP-CLB3* (A28330) during prophase I (n > 40). For (**G**), the fraction of spread nuclei that display colocalized or mislocalized Sgo1 relative to Ndc10 was compared between wild-type and *CUP-CLB3* using a chi-square test (df 1) χ^2^ = 1.554, p=0.2125. For (**H**), the fraction of spread nuclei that display colocalized, partial or mislocalized Rts1 relative to Ndc10 was compared between wild-type and *CUP-CLB3* using a chi-square test (df 2) χ^2^ = 3.712, p=0.1563. (**I**) Localization of Sgo1-9myc (green) in binucleates relative to Ndc10-6HA (red) determined by nuclear spreads from wild-type (A22868) and *CUP-CLB3* (A22870) (n > 40). The fraction of spread nuclei that were Sgo1 positive or negative was compared between wild-type and *CUP-CLB3* using a chi-square test (df 1) χ^2^ = 23.92, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.017

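On chromosome 3, which Figure 4A shows, the centromere estimate lies at position 115681 in the coordinates of the array, whose genome build the files do not state. Mean Rec8 enrichment within 10 kb of it was 0.69 in wild-type cells over 60 probes and 0.91 in *CUP-CLB3* cells over 42 probes, a difference of 0.23. The highest single probe in wild-type cells was 9.48-fold enriched, lay at 101280 to 101339 and is assigned to BUD3. In *CUP-CLB3* cells it was 10.2-fold enriched, lay at 114330 to 114389 and is assigned to YCL001W-B. After averaging over 500 bp on each side, both arrays had their maximum at 114205, at 7.07-fold in wild-type and 9.56-fold in *CUP-CLB3* cells. There were 725 usable probes on this chromosome in wild-type and 558 in *CUP-CLB3* cells, because outlier marks removed the others. The BUD3 probe was marked in *CUP-CLB3* cells, and with marked probes kept, a choice made after the data were seen, it was the highest there too, at 14.2-fold. The highest probe also depends on the normalization: with normexp it was RVS161 at 130527 to 130586 in wild-type and GBP2 at 101789 to 101848 in *CUP-CLB3* cells.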

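On chromosome 5, which Figure 4F shows, the centromere estimate lies at 152270. Mean prophase I Sgo1 enrichment within 10 kb of it was 2.02 in wild-type and 1.84 in *CUP-CLB3* cells (log2, 79 probes each), a difference of -0.18. The highest single probe was 9.01-fold enriched in wild-type cells, at 151880 to 151939 between YEL001C and MNN1 and 0.36 kb from the centromere estimate, and 10.1-fold in *CUP-CLB3* cells, at 145819 to 145878 in VAB2 and 6.42 kb from it. With normexp (8.66-fold), with mean minus background signal (7.28-fold) and over probes well above background (8.26-fold), the *CUP-CLB3* maximum lay at the wild-type position. Averaged over 500 bp on each side, the highest value of the chromosome lay at 151658 on both arrays, 0.61 kb from the centromere estimate, and was 7.05-fold in wild-type and 6.63-fold in *CUP-CLB3* cells. At least 2-fold enrichment was reached by 118 of 2006 probes in wild-type and by 102 of 2005 in *CUP-CLB3* cells.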

**Figure 4—figure supplement 1.**
Chromosomal association of Rec8 in *CUP-CLB3* cells. Wild-type (A26547) and *CUP-CLB3* (A26548) cells were induced to sporulate and CuSO_4_ (50 μM) was added 3 hr after transfer into sporulation medium. Rec8-3HA localization (red) was determined in spread nuclei from prophase I cells. DNA is shown in blue. **DOI:** http://dx.doi.org/10.7554/eLife.00117.018

**Figure 4—figure supplement 2.**
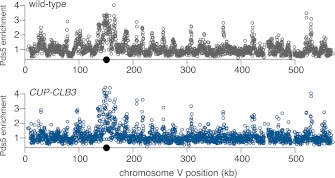
Chromosomal association of Pds5 in *CUP-CLB3* cells. Wild-type (A28681) and *CUP-CLB3* (A28682) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Pds5 localization was determined by ChIP-chip from metaphase I-arrested cells. Black balls depict centromere positions. **DOI:** http://dx.doi.org/10.7554/eLife.00117.019

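On chromosome 5, mean Pds5 enrichment within 10 kb of the centromere was 1.12 in wild-type and 1.02 in *CUP-CLB3* cells (log2, 79 probes each), a difference of -0.098 with 1 array per strain. The highest single probe was 5.21-fold enriched in wild-type cells, at 145819 to 145878 in VAB2, and 7.47-fold in *CUP-CLB3* cells, at 148234 to 148293 in GIM4. Neither was among the probes well above background in both channels of both arrays, over which the maxima were 2.91-fold at 217114 to 217173 in FIR1 in wild-type and 3.27-fold at 134650 to 134709 in GLC3 in *CUP-CLB3* cells, so the single-probe maxima are not compared between the strains. After averaging over 500 bp on each side, the maxima were 3.35-fold at 151093 in wild-type and 4.16-fold at 147880 in *CUP-CLB3* cells. At least 2-fold enrichment was reached by 148 of 2005 probes in wild-type and by 200 of 2006 in *CUP-CLB3* cells.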

**Figure 4—figure supplement 3.**
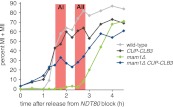
*CUP-CLB3* cells partially bypass the nuclear division delay of *mam1∆* cells. Wild-type (A22678), *CUP-CLB3* (A22702), *mam1∆* (A31340) and *mam1∆ CUP-CLB3* (A31342) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Cells were released from the *NDT80* block 4 hr 30 min after transfer into sporulation medium. The percentage of cells that had undergone one or two meiotic divisions was determined at the indicated time points (n = 100 per time point). **DOI:** http://dx.doi.org/10.7554/eLife.00117.020

**Figure 4—figure supplement 4.**
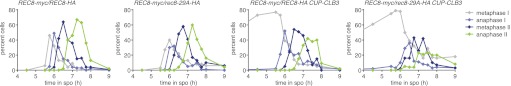
Meiotic progression of the cells analyzed for Rec8 cleavage in Figure 4C. *REC8-myc/REC8-HA* (A29957), *REC8-myc/rec8-29A-HA* (A29961), *REC8-myc/REC8-HA CUP-CLB3* (A29959) and *REC8-myc/rec8-29A-HA CUP-CLB3* (A29963) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Cells were released from the *NDT80* block 4 hr 30 min after transfer into sporulation medium. The percentage of cells in metaphase I (grey symbols), anaphase I (violet symbols), metaphase II (dark blue symbols) and anaphase II (green symbols) was determined at the indicated times (n = 100 per time point). **DOI:** http://dx.doi.org/10.7554/eLife.00117.021

**Figure 4—figure supplement 5.**
Analysis of Rec8 cleavage in cells used for Figure 4D. Wild-type (A22804), *CUP-CLB3* (A29965), *rec8-29A* (A22803) and *rec8-29A CUP-CLB3* (A29967) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Cells were released from the *NDT80* block 4 hr 30 min after transfer into sporulation medium. Levels of full-length Rec8, cleaved Rec8, Clb3 and Pgk1 were monitored by Western blot. **DOI:** http://dx.doi.org/10.7554/eLife.00117.022

**Figure 4—figure supplement 6.**
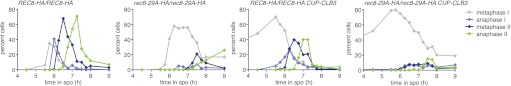
Meiotic progression of the cells analyzed for Rec8 cleavage in Figure 4D. Wild-type (A22804), *CUP-CLB3* (A29965), *rec8-29A* (A22803) and *rec8-29A CUP-CLB3* (A29967) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Cells were released from the *NDT80* block 4 hr 30 min after transfer into sporulation medium. The percentage of cells in metaphase I (grey symbols), anaphase I (violet symbols), metaphase II (dark blue symbols) and anaphase II (green symbols) was determined at the indicated times (n = 100 per time point). **DOI:** http://dx.doi.org/10.7554/eLife.00117.023

**Figure 4—figure supplement 7.**
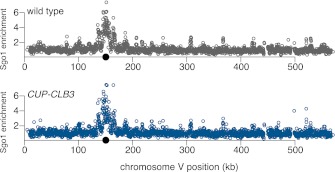
Chromosomal association of Sgo1 in *CUP-CLB3* cells. Wild-type (A28712) and *CUP-CLB3* (A28713) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Sgo1-3V5 localization was determined by ChIP-chip, 7 hr after transfer into sporulation medium when cells were arrested in metaphase I. Arm peaks for Sgo1 correspond to cohesin-associated regions. The basis for Sgo1 enrichment at these sites is currently unclear. Black balls depict centromere positions. **DOI:** http://dx.doi.org/10.7554/eLife.00117.024

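In metaphase I, 453 Sgo1 peaks in wild-type and 581 in *CUP-CLB3* cells lay more than 25 kb from a centromere, against 42 and 52 in prophase I. Of the wild-type arm peaks, 404 of 453, or 89.2%, overlapped a peak of Rec8 or Pds5 in the same genotype (95% exact binomial interval 86.0% to 91.9%, counting error only), and a random shift of the peaks gave a mean of 23.0%. In *CUP-CLB3* cells, 395 of 581 arm peaks, or 68.0%, did so (64.0% to 71.8%), and the random shift gave 22.2%. The Rec8 arrays are from prophase I and the Pds5 arrays from metaphase I. The *CUP-CLB3* share was lower than the wild-type share by more than the counting error, but the arrays have no replicate, and the *CUP-CLB3* Pds5 array has the lowest signal over background of all 8. Requiring an overlap of 0.5 of the shorter peak gave 86.1% and 62.0%. At 447 arm peaks shared by Rec8 and Pds5 in wild-type cells, metaphase I Sgo1 exceeded the other arm probes by 0.70 ± 0.083 (log2, SD over 16 chromosomes) and prophase I Sgo1 by 0.29 ± 0.060. At the 320 such peaks of *CUP-CLB3* cells the excess was 0.65 ± 0.089 in metaphase I and 0.31 ± 0.067 in prophase I. Prophase I and metaphase I strains differ in how they were arrested as well as in stage. On chromosome 5, mean metaphase I enrichment within 10 kb of the centromere was 1.58 in wild-type and 1.52 in *CUP-CLB3* cells, and the highest single probe was 9.59-fold enriched in wild-type cells, in VAB2 6.42 kb from the centromere estimate, and 11.8-fold in *CUP-CLB3* cells, at 164451 to 164510 in PAC2 and 12.2 kb from it. Neither was among the probes well above background in both channels of both arrays, over which the maxima were 6.45-fold at 146003 to 146062 in VAB2 in wild-type and 7.13-fold at 151064 to 151123 in YEL001C in *CUP-CLB3* cells, so these single probes are not compared between the strains either. With normexp the maxima lay at 151474 to 151533 in YEL001C in wild-type (7.52-fold) and at 152318 to 152377 between YEL001C and MNN1 in *CUP-CLB3* cells (9.14-fold), and with loess the *CUP-CLB3* maximum lay there too. Averaged over 500 bp on each side, the maxima were 5.88-fold at 151093, 1.18 kb from the centromere estimate, in wild-type and 6.48-fold at 151909, 0.36 kb from it, in *CUP-CLB3* cells.

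**Figure D2:**
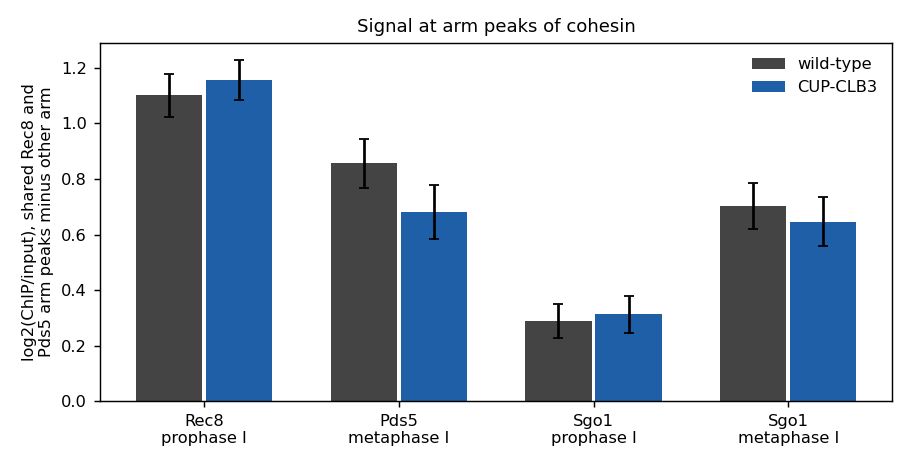
Mean log2(ChIP/input) at arm peaks shared by Rec8 and Pds5 minus that of the other arm probes, for each protein and arrest in wild-type (gray) and *CUP-CLB3* cells (blue). Bars are 1 array each and error bars the SD over 16 chromosomes; Rec8 and Pds5 are high by construction, and Sgo1 stands at 0.70 and 0.65 in metaphase I and at 0.29 and 0.31 in prophase I.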

**Figure 4—figure supplement 8.**
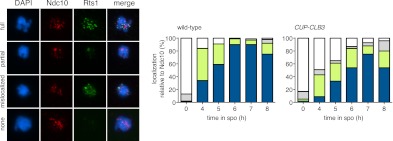
Localization of Rts1 in *CUP-CLB3* cells. Wild-type (A28331) and *CUP-CLB3* (A28332) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Rts1-13myc (green) localization relative to Ndc10-6HA (red) was determined in spread nuclei from metaphase I-arrested cells (n > 40). **DOI:** http://dx.doi.org/10.7554/eLife.00117.025

**Figure 4—figure supplement 9.**
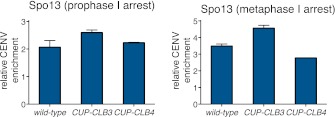
Chromosomal association of Spo13 in *CUP-CLB3* cells. (Left panel) wild-type (A30856), *CUP-CLB3* (A30858) and *CUP-CLB4* (A30860) cells carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 15 min after transfer into sporulation medium. Spo13-3V5 localization was determined by ChIP from prophase I-arrested cells. Relative occupancy at a centromeric site (CEN5) relative to a low binding region (HMR) was determined. Error bars represent the range (n = 2). (Right panel) wild-type (A30743), *CUP-CLB3* (A30745) and *CUP-CLB4* (A30747) cells carrying the *cdc20-mn* allele were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Spo13-3V5 localization was determined by ChIP 7 hr after transfer into sporulation medium when cells were arrested in metaphase I. Relative occupancy at a centromeric site (CENV) relative to a low binding region (HMR) was determined. Error bars represent the range (n = 2). **DOI:** http://dx.doi.org/10.7554/eLife.00117.026

**Figure 4—figure supplement 10.**
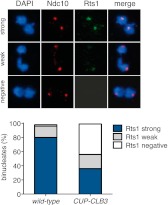
Rts1 localization in binucleate *CUP-CLB3* cells. Wild-type (A28329) and *CUP-CLB3* (A28330) cells were induced to sporulate and CuSO_4_ (50 μM) was added 2 hr 30 min after transfer into sporulation medium. Rts1-13myc (green) localization relative to Ndc10-6HA (red) was determined in spread nuclei from binucleates (n > 40). Using a chi-square test (df 2) the fraction of spread nuclei that display strong, weak or negative Rts1 with respect to Ndc10 was compared between wild-type and *CUP-CLB3* χ^2^ = 54.49, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.027

**Figure 4—figure supplement 11.**
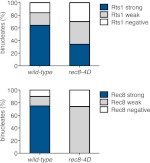
Analysis of Rts1 localization in Rec8 phosphomimetic mutants. Wild-type (A29645) and *rec8-S136D S179D S197D T209D* (A29647) cells were induced to sporulate and Rec8-3HA/rec8-4D-3HA or Rts1-3V5 localization relative to Ndc10-13myc was determined in spread nuclei from binucleates (n > 40). Characterization of *rec8-S136D S179D S197D T209D* has been described in Katis et al. (2010). Note that strains carrying this allele fail to maintain centromeric cohesin beyond metaphase I (bottom panel). These binucleates also have weak Rts1 staining (top panel), suggesting that Rts1 maintenance at centromeric regions in anaphase I depends on cohesin. For top panel, using a chi-square test (df 2) the fraction of spread nuclei that display strong, weak or negative Rts1 with respect to Ndc10 was compared between wild-type and *CUP-CLB3* χ^2^ = 18.02, p=0.0001. For bottom panel, using a chi-square test (df 2) the fraction of spread nuclei that display strong, weak or negative Rec8 with respect to Ndc10 was compared between wild-type and *CUP-CLB3* χ^2^ = 121.2, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.028

To test the possibility that *CUP-CLB3* cells fail to maintain centromeric cohesion beyond anaphase I, we first determined the localization of the cohesin subunit Rec8 in cells that had progressed past metaphase I. Rec8 colocalized with the kinetochore component Ndc10 in binucleate wild-type and *CUP-CLB4* cells, demonstrating that centromeric cohesin is protected from removal until the onset of anaphase II. In contrast, Rec8 was not detected around centromeres in a substantial fraction of binucleate *CUP-CLB3* cells (Figure 4B). Functional assays confirmed the defect in centromeric cohesion maintenance in *CUP-CLB3* cells. Although *mam1∆* cells biorient sister chromatids during meiosis I, they delay nuclear division until meiosis II due to the presence of centromeric cohesin (Toth et al., 2000; Rabitsch et al., 2003). The delay in nuclear division of a *mam1∆* was partially alleviated by the expression of *CUP-CLB3* (Figure 4—figure supplement 3). This partial effect is likely due to not all *CUP-CLB3* cells losing centromeric cohesion prematurely in meiosis I (Figure 4B). We conclude that both centromeric and arm cohesin are lost from chromosomes at the onset of anaphase I in *CUP-CLB3* cells.

Next, we investigated the cause of premature centromeric cohesin removal in *CUP-CLB3* cells. Cleavage of cohesin by separase requires the phosphorylation of Rec8 at multiple residues (Brar et al., 2006; Katis et al., 2010). A recessive allele of *REC8* in which 29 in vivo phosphorylation sites were mutated to alanine (*rec8-29A*) (Brar et al., 2006) was not cleaved in *CUP-CLB3* cells, but wild-type Rec8 was (Figure 4C and Figure 4—figure supplement 4). Furthermore, the *rec8-29A* allele caused a similar metaphase I delay in wild-type and *CUP-CLB3* cells when expressed as the sole source of *REC8* (Figure 4D and Figure 4—figure supplements 5 and 6). We noticed that the Rec8 cleavage product was detected at lower levels in *CUP-CLB3* cells (Figure 4C and Figure 4—figure supplement 5). The cause of this reduction is currently unclear, but could indicate that in *CUP-CLB3* cells, cohesin removal also relies on a separase-independent pathway, that is the prophase removal pathway (Yu and Koshland, 2005).

Our results demonstrate that Rec8 phosphorylation is required for cohesin removal in *CUP-CLB3* cells and suggest that the defect in centromeric cohesin protection may result from increased phosphorylation of centromeric Rec8. To test this possibility, we used phospho-specific antibodies against two in vivo phosphorylation sites of Rec8 (pS179 and pS521) (Brar et al., 2006; Katis et al., 2010; M. Attner personal communication, October 2011) and analyzed the relative enrichment of total Rec8 and phospho-Rec8 at CENV or at an arm cohesin binding site by ChIP in metaphase I-arrested cells. The two phospho-specific antibodies immunoprecipitated similar amounts of Rec8 in wild-type and *CUP-CLB3* cells at the arm site (Figure 4E), which is consistent with arm cohesin being primed for Separase cleavage. However, the amount of phosphorylated Rec8 was increased at the centromere in *CUP-CLB3* cells compared to wild-type cells, albeit not to the same extent as in cells depleted for Sgo1 (*sgo1-mn*), in which meiosis I centromeric-cohesin protection is completely defective (Figure 4E). We conclude that *CUP-CLB3* cells are compromised in preventing centromeric Rec8 phosphorylation during meiosis I.

### Sgo1-PP2A localization is not affected in *CUP-CLB3* cells

Sgo1-PP2A and the meiosis-specific protein Spo13 prevent centromeric Rec8 phosphorylation during meiosis I to protect this cohesin pool from cleavage. All three proteins localize to kinetochores during meiosis I, which is thought to be critical for their cohesin-protective function (Katis et al., 2004a, 2004b; Kitajima et al., 2004; Lee et al., 2004; Kitajima et al., 2006; Riedel et al., 2006). Surprisingly, Sgo1, the PP2A regulatory subunit Rts1 and Spo13 localized normally in prophase I- and metaphase I-arrested *CUP-CLB3* cells (Figure 4F–H and Figure 4—figure supplements 7–9). 

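The ChIP-chip data on Sgo1-3V5 comprise prophase I-arrested cells (wild-type A29795 and *CUP-CLB3* A29799) and metaphase I-arrested cells (wild-type A28712 and *CUP-CLB3* A28713), with 1 array per condition and no replicate. Cells were taken 7 hr after transfer into sporulation medium in metaphase I and, by the sample labels, after 5 hr in prophase I. The arrays, dyes and processing were as for Pds5, and all 4 Sgo1 arrays lay on 1 slide. At most 0.024% of probes were marked as outliers. Probes well above background in both channels made up 93.4% in wild-type and 75.6% in *CUP-CLB3* cells in prophase I, and 73.4% and 64.4% in metaphase I.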

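In prophase I, mean Sgo1 enrichment within 10 kb of the centromere was 1.86 ± 0.17 (log2, SD over 16 chromosomes) in wild-type and 1.75 ± 0.17 in *CUP-CLB3* cells. In metaphase I it was 1.50 ± 0.12 in wild-type and 1.41 ± 0.13 in *CUP-CLB3* cells. All 16 centromeres were enriched on each array. *CUP-CLB3* was lower than wild-type at 16 of 16 centromeres in both arrests, by small amounts: the difference was -0.10 ± 0.061 in prophase I, a ratio of 0.931, and -0.093 ± 0.041 in metaphase I, a ratio of 0.938. The direction is shared by all chromosomes of 1 pair of arrays in each arrest, which cannot separate the genotypes from the hybridizations. In prophase I the difference was -0.0089 after quantile normalization of the pair, which sets the highest probes of both arrays to the same values. Of the 1148 highest probes, 71.9% in wild-type and 71.7% in *CUP-CLB3* cells were centromeric. Under the other alternatives the prophase I difference lay between -0.16 (mean minus background signal) and -0.075 (loess within each array). In metaphase I it was -0.0031 with loess within each array and -0.20 after quantile normalization. The median probe difference at centromeres lay below all 10000 level-matched random lists in both arrests, over the 345 of 1148 centromeric probes in prophase I and 1035 of 1150 in metaphase I for which probes of like level exist elsewhere. In metaphase I the *CUP-CLB3* array had the larger spread (SD 0.678 against 0.615), which such matching turns into higher lists (median 0.21). That place is therefore not read as a decrease in metaphase I. Across all probes, Pearson's r between the strains was 0.946 in prophase I (Spearman's rho 0.847, 41264 probes) and 0.841 in metaphase I (Spearman's rho 0.805, 41275 probes). The same decline to 0.5 of the innermost value was reached at 10 kb on all 4 arrays. Of 113 wild-type peaks in prophase I, 89.4% overlapped one of 139 *CUP-CLB3* peaks, and in metaphase I 80.0% of 565 wild-type peaks overlapped one of 705 *CUP-CLB3* peaks. Conversely, 92.8% of the *CUP-CLB3* peaks in prophase I and 67.2% in metaphase I overlapped a wild-type peak. Random shifts gave means between 9.61% and 17.4%.

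**Figure D3:**
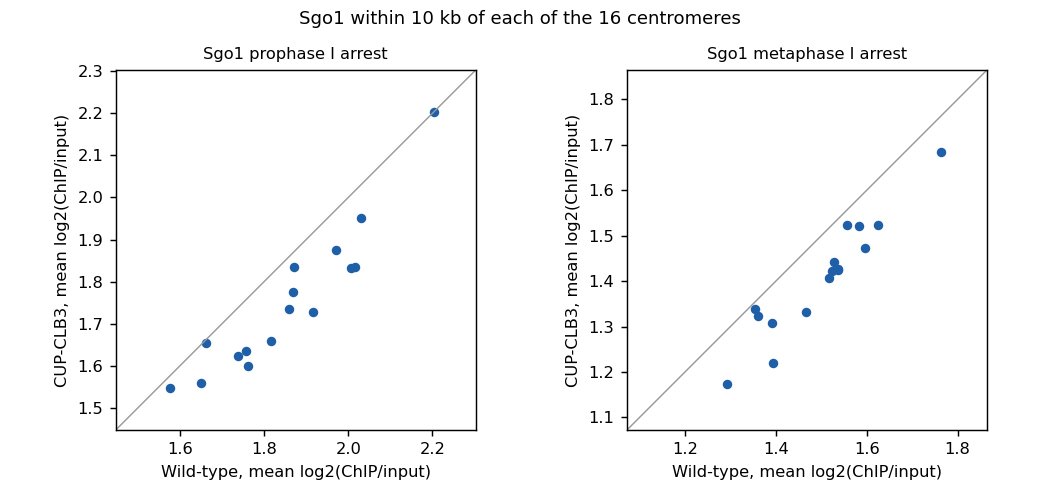
Mean log2(ChIP/input) of Sgo1 within 10 kb of each of the 16 centromeres in *CUP-CLB3* cells against wild-type cells, in prophase I (left) and metaphase I (right). Each point is 1 chromosome of 1 pair of arrays, the line marks equal values, the axes do not start at 0, and no point lies above the line.

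From the chromosomal association of Sgo1, together with the localization of Rts1 and Spo13, which are not analysed here, the paper concludes that these proteins localize normally in arrested *CUP-CLB3* cells.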

We noticed a moderate reduction of Sgo1 and Rts1 at centromeres in binucleate *CUP-CLB3* cells (Figure 4I and Figure 4—figure supplement 10). However, this reduction during anaphase I is most likely a consequence rather than a cause of premature loss of centromeric cohesin. In cells expressing a phosphomimetic version of Rec8 (*rec8-4D*) that cannot be retained at centromeres beyond meiosis I, Rts1 localization is also reduced in anaphase I (Figure 4—figure supplement 11). It is thus unlikely that the reduction of Sgo1 and Rts1 at centromeres during anaphase I contributes to the premature loss of centromeric cohesin. These findings, together with our observation that centromeric Rec8 phosphorylation is increased in *CUP-CLB3* cells, indicate that Sgo1-PP2A function, but not localization, is impaired in *CUP-CLB3* cells.

### Modulating microtubule–kinetochore interactions affects monopolin-induced sister chromatid cosegregation during mitosis

How does premature expression of *CLB3* interfere with establishment of the meiosis I chromosome segregation pattern? The comparison of the effects caused by *CLB3* and *CLB4* misexpression provided insight into this question. Both cyclins induce spindle formation in prophase I. However, chromosomes are able to attach to this spindle and experience pulling forces only in *CUP-CLB3* cells. Thus, the ability to form tension-generating attachments (i.e. *CUP-CLB1* or *CUP-CLB3* cells) correlates with defects in meiosis I chromosome morphogenesis and segregation. This correlation suggests that premature microtubule–kinetochore engagement during premeiotic S phase/early prophase I is the underlying cause of chromosome missegregation in *CUP-CLB3* cells and predicts that tension generating microtubule–kinetochore attachments should inhibit meiosis I chromosome morphogenesis. Conversely, preventing them should enable building a proper meiosis I chromosome architecture.

We tested the first prediction using a previously described method in which monopolin-dependent sister kinetochore coorientation is induced during mitosis (Monje-Casas et al., 2007). Overexpression of *MAM1* and *CDC5* upon a pheromone-induced G1 arrest is sufficient to induce cosegregation of sister chromatids in mitotic anaphase (Monje-Casas et al., 2007, Figure 5A). However, when cells are allowed to form microtubule–kinetochore attachments prior to *CDC5* and *MAM1* expression, cosegregation of sister chromatids is prevented. We reversibly arrested cells in metaphase using a methionine repressible *CDC20* allele (*MET-CDC20*) and induced *MAM1* and *CDC5* expression after cells had arrested in metaphase and had formed microtubule–kinetochore interactions. Under these conditions, *MAM1* and *CDC5* expression did not induce sister chromatid cosegregation when cells were released into anaphase (Figure 5A). Importantly, disrupting microtubule–kinetochore interactions by depolymerizing microtubules with nocodazole during the metaphase arrest resulted in robust cosegregation of sister chromatids in anaphase (48% cosegregation, Figure 5A). These results show that microtubule–kinetochore interactions modulate the ability of monopolin to induce sister chromatid cosegregation.

**Figure 5.**
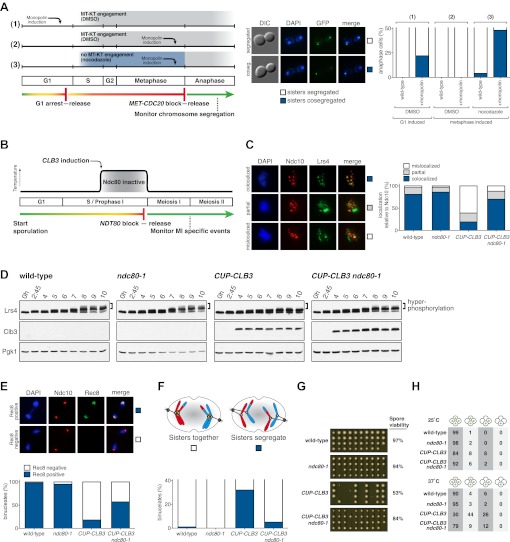
Transient disruption of microtubule–kinetochore interactions suppresses the chromosome segregation defects in *CUP-CLB3* cells. (**A**) Wild-type (A10684) and *GAL-CDC5 GAL-MAM1* (A26546) cells, carrying a *MET-CDC20* allele and CENIV-GFP dots, were monitored for chromosome segregation in anaphase (see ‘Materials and methods’ for details). MT = microtubule, KT = kinetochore, (n = 100). The fraction of anaphase cells that segregate or cosegregate sister chromatids was compared between *GAL-CDC5 GAL-MAM1* condition (2) and *GAL-CDC5 GAL-MAM1* condition (3) using a chi-square test (df 1) χ^2^ = 59.71, p<0.0001. (**B**) Schematic description of the experimental regime used for (**C**) through (**H**) see ‘Materials and methods’ for details. (**C**) Localization of Lrs4-13myc (green) in mononucleates relative to Ndc10-6HA (red) determined by nuclear spreads (n > 40) and (**D**) phosphorylation of Lrs4-13myc determined by gel mobility shift in wild-type (A29612), *ndc80-1* (A29614), *CUP-CLB3* (A29616) and *CUP-CLB3 ndc80-1* (A29618). For (**C**), using a chi-square test (df 2) the fraction of spread nuclei that display colocalized, partial or mislocalized Lrs4 with respect to Ndc10 was compared between wild-type and *ndc80-1* χ^2^ = 0.9668, p=0.6167 and between *CUP-CLB3* and *CUP-CLB3 ndc80-1* χ^2^ = 56.34, p<0.0001. (**E**) Localization of Rec8-13myc (green) in binucleates relative to Ndc10-6HA (red) determined by nuclear spreads in wild-type (A28716), *ndc80-1* (A28720), *CUP-CLB3* (A28718) and *CUP-CLB3 ndc80-1* (A28722) (n > 40). Using a chi-square test (df 1) the fraction of spread nuclei that were Rec8 positive or negative was compared between wild-type and *ndc80-1* χ^2^ = 1.185, p=0.2764 and between *CUP-CLB3* and *CUP-CLB3 ndc80-1* χ^2^ = 23.96, p<0.0001. (**F**) Segregation of sister chromatids using heterozygous CENV-GFP dots quantified in binucleates (n = 100) and (**G**) spore viability from wild-type (A22678), *ndc80-1* (A28621), *CUP-CLB3* (A22702) and *CUP-CLB3 ndc80-1* (A28623) (n = 40 tetrads for wild-type and *ndc80-1*, n > 60 tetrads for *CUP-CLB3* and *CUP-CLB3 ndc80-1*) (nonpermissive temperature >36°C). Using a chi-square test (df 1) the fraction of binucleates with a reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 ndc80-1* χ^2^ = 24.18, p<0.0001. (**G**) Segregation of chromosome V using homozygous CENV-GFP dots quantified in tetranucleates from wild-type (A22688), *ndc80-1* (A28625), *CUP-CLB3* (A22708) and *CUP-CLB3 ndc80-1* (A28627). Top panel: cells kept at 25°C for the duration of the experiment. Bottom panel: Cells treated as in (**B**) but monitored after meiosis II (n = 100). **DOI:** http://dx.doi.org/10.7554/eLife.00117.029

**Figure 5—figure supplement 1.**
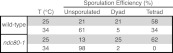
Sporulation efficiency of *ndc80-1* mutants. Wild-type (A22678) and *ndc80-1* (A28221) cells were induced to sporulate at 25°C. 2 hr 30 min after transfer into sporulation medium, cells were shifted to the indicated temperature and sporulation efficiency was determined after 24 hr. **DOI:** http://dx.doi.org/10.7554/eLife.00117.030

**Figure 5—figure supplement 2.**
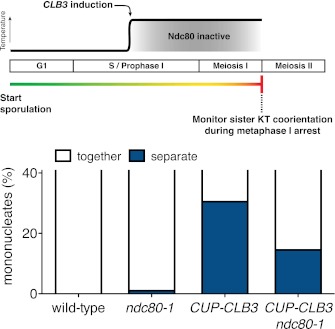
Sister kinetochore coorientation in *ndc80-1* cells under a continuous inactivation regime at 34°C during a metaphase I arrest. Wild-type (A7118), *CUP-CLB3* (A23074), *ndc80-1* (A29690) and *ndc80-1 CUP-CLB3* (A29692) cells also carrying the *cdc20-mn* allele, were induced to sporulate at 25°C. 2 hr 45 min after transfer into sporulation medium, CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 34°C. The percentage of mononucleate cells with separated CENV-GFP dots was determined 7 hr 30 min after transfer into sporulation medium when cells were arrested in metaphase I (n = 100). The fraction of nuclei that display sister kinetochores as separate or together was compared between *CUP-CLB3* and *CUP-CLB3 ndc80-1* using a chi-square test (df 1) χ^2^ = 7.228, p=0.0072. **DOI:** http://dx.doi.org/10.7554/eLife.00117.031

**Figure 5—figure supplement 3.**
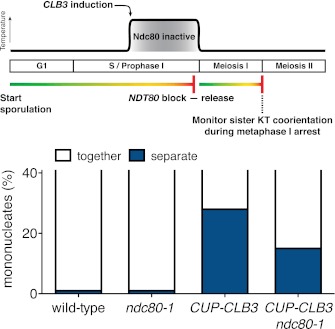
Sister kinetochore coorientation in *ndc80-1* cells after transient inactivation regime at 34°C during a metaphase I arrest. Wild-type (A20958), *CUP-CLB3* (A23076), *ndc80-1* (A29718) and *ndc80-1 CUP-CLB3* (A29720) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions and the *cdc20-mn* allele were induced to sporulate at 25°C. 2 hr 45 min after transfer into sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 34°C. After 5 hr, when cells had arrested in the *NDT80* arrest, cells were released from the *NDT80* block and transferred to 25°C. The percentage of mononucleate cells with separated CENV-GFP dots was determined 7 hr 30 min after transfer into sporulation medium when cells were arrested in metaphase I (n = 100). The fraction of nuclei that display sister kinetochores as separate or together was compared between *CUP-CLB3* and *CUP-CLB3 ndc80-1* using a chi-square test (df 1) χ^2^ = 5.007, p=0.0252. **DOI:** http://dx.doi.org/10.7554/eLife.00117.032

**Figure 5—figure supplement 4.**
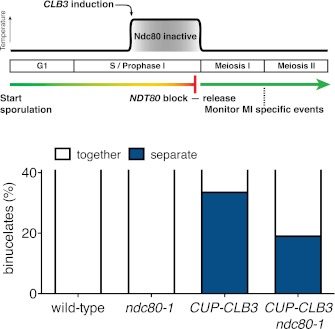
Meiosis I chromosome segregation in *ndc80-1* cells after a transient inactivation regime at 34°C. Wild-type (A22678), *ndc80-1* (A28621), *CUP-CLB3* (A22702) and *CUP-CLB3 ndc80-1* (A28623) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer into sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 34°C. After 5 hr, when cells had arrested in the *NDT80* block, cells were released and transferred to 25°C. The percentage of binucleate cells with segregated heterozygous CENV-GFP dots was determined 7 hr 30 min after transfer into sporulation medium (n = 100). Note that a greater suppression of meiosis I sister chromatid segregation was observed in *ndc80-1 CUP-CLB3* cells when cells were incubated at temperatures higher than 34°C (Figure 5F and data not shown). The fraction of binucleates that underwent reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 ndc80-1* using a chi-square test (df 1) χ^2^ = 5.776, p=0.0162. **DOI:** http://dx.doi.org/10.7554/eLife.00117.033

**Figure 5—figure supplement 5.**
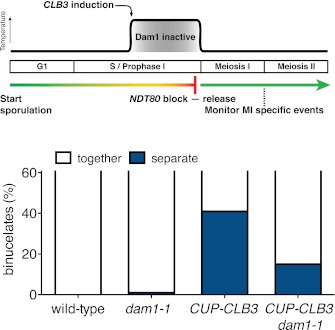
Transient disruption of microtubule–kinetochore interactions using *dam1-1* allele restores meiosis I chromosome segregation in *CUP-CLB3* cells. Wild-type (A22678), *dam1-1* (A28311), *CUP-CLB3* (A22702) and *CUP-CLB3 dam1-1* (A28341) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer into sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 34°C. After 5 hr, when cells had arrested in the *NDT80* block, cells were released and transferred to 25°C. The percentage of binucleate cells with segregated heterozygous CENV-GFP dots was determined 7 hr 30 min after transfer into sporulation medium (n = 100). The fraction of binucleates that underwent reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 dam1-1* using a chi-square test (df 1) χ^2^ = 16.77, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.034

**Figure 5—figure supplement 6.**
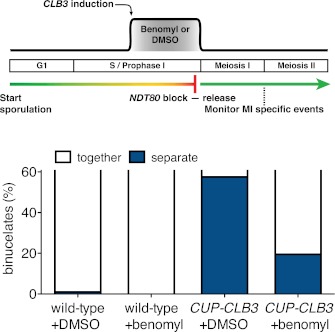
Transient disruption of microtubule–kinetochore interactions by benomyl treatment restores meiosis I chromosome segregation in *CUP-CLB3* cells. Wild-type (A22678) and *CUP-CLB3* (A22702) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 30°C. 2 hr 15 min after transfer into sporulation medium CuSO_4_ (50 μM) was added and concurrently, cells were treated with DMSO or benomyl (120 μg/ml). Cells were subsequently released from *NDT80* block 4 hr 30 min after transfer into sporulation medium and benomyl was washed out concomitant with *NDT80-*block release. The percentage of binucleate cells with segregated heterozygous CENV-GFP dots was determined 6 hr after transfer into sporulation medium (n = 100). See ‘Materials and methods’ for further details. The fraction of binucleates that underwent reductional or equational division was compared between *CUP-CLB3* + DMSO and *CUP-CLB3* + benomyl using a chi-square test (df 1) χ^2^ = 32.12, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.035

**Figure 5—figure supplement 7.**
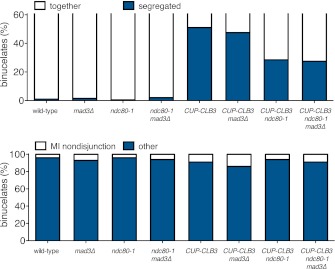
Transient disruption of microtubule–kinetochore interactions during S phase/prophase I suppresses *CUP-CLB3*-induced meiosis I sister chromatid segregation in a spindle assembly checkpoint independent manner. (Top panel) wild-type (A22678), *mad3∆* (A30386), *ndc80-1* (A28621), *ndc80-1 mad3∆* (A30390), *CUP-CLB3* (A22702), *CUP-CLB3 mad3∆* (A30388), *CUP-CLB3 ndc80-1* (A28623) and *CUP-CLB3 ndc80-1 mad3∆* (A30392) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer into sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 36°C. Cells were subsequently released from *NDT80* block at 5 hr and transferred to 25°C. Percent binucleates with segregated heterozygous CENV-GFP dots was determined (n = 100). (Bottom panel) wild-type (A22688), *mad3∆* (A30638), *ndc80-1* (A28625), *ndc80-1 mad3∆* (A30642), *CUP-CLB3* (A22708), *CUP-CLB3 mad3∆* (A30640), *CUP-CLB3 ndc80-1* (A28627) and *CUP-CLB3 ndc80-1 mad3∆* (A30644) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer to sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 36°C. After 5 hr, when cells had arrested in the *NDT80* block, cells were released and transferred to 25°C. The percentage of binucleate cells with segregated homozygous CENV-GFP dots was determined 7 hr 30 min after transfer into sporulation medium. Binucleate cells with GFP signal in only one of the two nuclei were categorized as having experienced a meiosis I non-disjunction event (n = 100). For top panel, using a chi-square test (df 1) the fraction of binucleates that underwent reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 mad3∆* χ^2^ = 0.1800, p=0.6714 and between *CUP-CLB3 ndc80-1* and *CUP-CLB3 ndc80-1 mad3∆* χ^2^ = 0.02454, p=0.8755. For bottom panel, using a chi-square test (df 1) the fraction of binucleates that displayed MI nondisjunction or other was compared between *CUP-CLB3* and *CUP-CLB3 mad3∆* χ^2^ = 1.228, p=0.2678 and between *CUP-CLB3 ndc80-1* and *CUP-CLB3 ndc80-1 mad3∆* χ^2^ = 0.6486, p=0.4206. **DOI:** http://dx.doi.org/10.7554/eLife.00117.036

**Figure 5—figure supplement 8.**
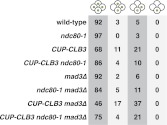
Transient disruption of microtubule–kinetochore interactions during S phase/prophase I restores meiotic chromosome segregation in *CUP-CLB3* cells in a spindle assembly checkpoint independent manner. Wild-type (A22688), *ndc80-1* (A28625), *CUP-CLB3* (A22708), *CUP-CLB3 ndc80-1* (A28627), *mad3∆* (A30638), *ndc80-1 mad3∆* (A30642), *CUP-CLB3 mad3∆* (A30640) and *CUP-CLB3 ndc80-1 mad3∆* (A30644) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer to sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 36°C. After 5 hr, when cells had arrested in the *NDT80* block, cells were released and transferred to 25°C. Segregation of homozygous CENV-GFP dots was determined in tetranucleates 12 hr after transfer into sporulation medium (n = 100). **DOI:** http://dx.doi.org/10.7554/eLife.00117.037

**Figure 5—figure supplement 9.**
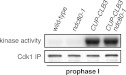
Transient *ndc80-1* inactivation does not alter in vitro Cdk1 activity. Wild-type (A25508), *ndc80-1* (A33203), *CUP-CLB3* (A33201) and *CUP-CLB3 ndc80-1* (A33205) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate at 25°C. 2 hr 45 min after transfer to sporulation medium CuSO_4_ (50 μM) was added and concurrently, cultures were shifted to 35°C. Samples were harvested 5 hr post transfer to sporulation medium, when cells were arrested in the *NDT80* block. In vitro kinase assays were performed with Cdc28-3V5 (Cdk1) immunoprecipitated from prophase I-arrested samples. Amounts of phosphorylated Histone H1 and immunoprecipitated Cdc28-3V5 are shown. **DOI:** http://dx.doi.org/10.7554/eLife.00117.038

### Transient disruption of microtubule–kinetochore interactions restores meiosis I chromosome segregation in *CUP-CLB3* cells

If the defects in sister kinetochore coorientation and centromeric cohesin maintenance of *CUP-CLB3* cells are caused by premature microtubule–kinetochore interactions, proper meiosis I chromosome morphogenesis should be restored by transiently disrupting microtubule–kinetochore interactions. To test this, we used a temperature sensitive allele of *NDC80* (*ndc80-1*), which encodes a component of the outer kinetochore. *ndc80-1* cells grow and sporulate normally at 25°C, but fail to undergo any nuclear divisions at temperatures above 34°C (Figure 5—figure supplement 1).

We first asked whether disrupting microtubule–kinetochore interactions suppresses the kinetochore localization defect of monopolin in *CUP-CLB3* cells. Using the *NDT80* block-release system, we induced cells to sporulate at 25°C. After 165 min, we induced cyclin expression and concurrently transferred cells to 34°C to inactivate the *ndc80-1* allele. Cells were then incubated for an additional 135 min to arrest them in the *NDT80-*depletion block. We then transferred cells to the permissive temperature and released them from the *NDT80* block into a metaphase I-arrest by depleting *CDC20* (*cdc20-mn*) (Figure 5B). Under these conditions, wild-type and *ndc80-1* cells arrested in metaphase I with the monopolin subunit Lrs4 localized to kinetochores, while *CUP-CLB3* cells showed a defect in Lrs4 localization (Figure 5C). Remarkably, *CUP-CLB3 ndc80-1* cells showed near wild-type levels of Lrs4 association with kinetochores (Figure 5C). Transient inactivation of *Ndc80* also restored Lrs4 phosphorylation in *CUP-CLB3* cells (Figure 5D). Our results demonstrate that premature microtubule–kinetochore interactions prevent sister kinetochore coorientation by disrupting proper localization of the monopolin complex. The finding that transient disruption of microtubule–kinetochore interactions also suppresses the Lrs4 phosphorylation defect of *CUP-CLB3* cells, furthermore suggests that Lrs4 hyperphosphorylation occurs not at the time of nucleolar release, but once Lrs4 localizes to kinetochores.

We next asked whether transient inactivation of microtubule–kinetochore interactions also suppresses the premature loss of centromeric cohesin observed in *CUP-CLB3* cells. We used a similar protocol to the one described above, except cells were not arrested in metaphase I following release from the *NDT80* block, but were allowed to proceed into anaphase I to examine Rec8 localization. Remarkably, disrupting microtubule–kinetochore interactions at the time of Clb3 expression caused a considerable increase in the percentage of *CUP-CLB3* cells that retained Rec8 around centromeres during anaphase I (Figure 5E).

Finally, restoring centromeric cohesin protection and sister kinetochore coorientation to *CUP-CLB3* cells by transient inactivation of *Ndc80* restored homolog segregation during meiosis I (Figure 5F and Figure 5—figure supplements 2–4). Similar results were obtained with a temperature sensitive allele of the gene encoding the outer kinetochore component Dam1 (*dam1-1*) or by disrupting microtubule–kinetochore interactions by benomyl treatment (Figure 5—figure supplements 5 and 6). We further observed a striking improvement in overall chromosome segregation and spore viability in *CUP-CLB3 ndc80-1* compared to *CUP-CLB3* cells (Figure 5G,H). The suppression of chromosome missegregation in *CUP-CLB3 ndc80-1* cells did not depend on the spindle assembly checkpoint, because deletion of *MAD3* had no discernable effect on the extent of *ndc80-1* mediated suppression (Figure 5—figure supplements 7 and 8), nor was it due to the *ndc80-1* allele lowering Clb3-CDK activity (Figure 5—figure supplement 9). In summary, our results demonstrate that the defects associated with *CUP-CLB3* cells are due to premature microtubule–kinetochore interactions. Our results further suggest that preventing microtubule–kinetochore interactions during premeiotic S phase and prophase I is necessary to establish a meiosis I-specific chromosome architecture.

### The outer kinetochore is disassembled during premeiotic S phase and prophase I

Our results demonstrate that preventing premature interactions of microtubules with kinetochores is essential for establishing a meiosis I chromosome architecture. This occurs, at least in part, by restricting Clb-CDK activity during premeiotic S phase and prophase I. Are additional mechanisms in place to prevent premature microtubule–kinetochore interactions? Insight into this question came from the variability in *CUP-CLB3*-associated phenotypes.

We initially noticed that the timing of *CLB3* induction had an impact on the extent of sister chromatid segregation in meiosis I, especially in experiments that employed the *NDT80* block-release system. To investigate this further, we expressed *CLB3* at different times after induction of sporulation. We observed that the extent of meiosis I sister chromatid segregation declined as *CLB3* was expressed later during the *NDT80* block (Figure 6A). One possibility is that *CLB3*-induced sister chromatid segregation depends on additional factors that become limiting. Kinetochore components are good candidates for such additional factors, because previous studies in fission yeast demonstrated that a subset of outer kinetochore components dissociates from the kinetochore during prophase I (Asakawa et al., 2005).

**Figure 6.**
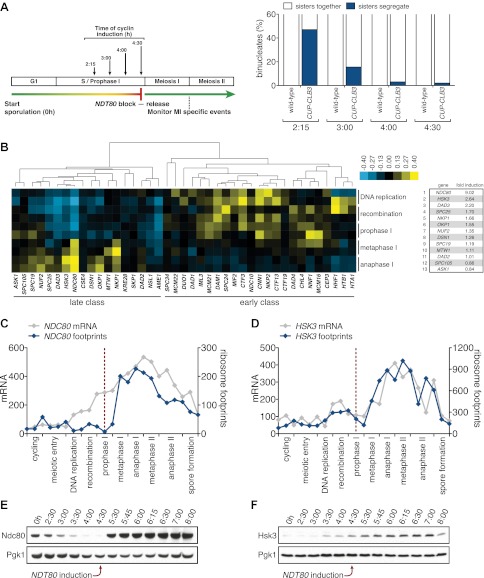
Meiosis I sister chromatid segregation correlates with presence of outer kinetochore components. (**A**) Schematic description of the experimental regime and segregation of sister chromatids using heterozygous CENV-GFP dots quantified in binucleates from wild-type (A22678) and *CUP-CLB3* (A29406) after cyclin induction at 2 hr 15 min, 3 hr, 4 hr and 4 hr 30 min post transfer to sporulation medium. Cells released from *NDT80*-block at 4 hr 30 min (n = 100). Using a chi-square test (df 1), the fraction of binucleates that display a reductional or equational division was compared between wild-type and *CUP-CLB3* for each induction time point: (2:15), χ^2^ = 58.00, p<0.0001; (3:00), χ^2^ = 14.46, p=0.0001; (4:00), χ^2^ = 1.020, p=0.3124; (4:30), χ^2^ = 0.3384, p=0.5607. (**B**) Cluster analysis of kinetochore components from the indicated time points. Further details are in the ‘Materials and methods’ and in Brar et al. (2012). Inner kinetochore = Cse4 nucleosomes, Cbf3, Ctf19 complexes and Mif2. Outer kinetochore = Spc105, Mis12, Ndc80 and DASH complexes. Fold induction is calculated by dividing the average expression from metaphase I—anaphase I by the average expression from DNA replication-prophase I. (**C**) Ordered plot for mRNA-seq and ribosome footprinting data for *NDC80* and (**D**) *HSK3* at the indicated stages. Dotted line indicates time of release from *NDT80* block. Further details are in the ‘Materials and methods’ and in Brar et al. (2012). (**E**) Western blot for Ndc80-3V5 and Pgk1 from A30340 cells and (**F**) Hsk3-3V5 and Pgk1 from A31861 cells. Cells induced to sporulate and released from *NDT80* block at 4 hr 30 min. **DOI:** http://dx.doi.org/10.7554/eLife.00117.039

**Figure 6—figure supplement 1.**
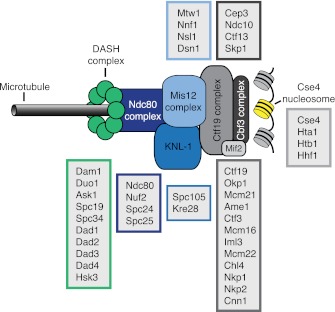
Schematic representation of the kinetochore–microtubule interface. Components of the kinetochore subcomplexes are grouped in color coded boxes. Note that the schematic representation is not drawn to scale. **DOI:** http://dx.doi.org/10.7554/eLife.00117.040

**Figure 6—figure supplement 2.**
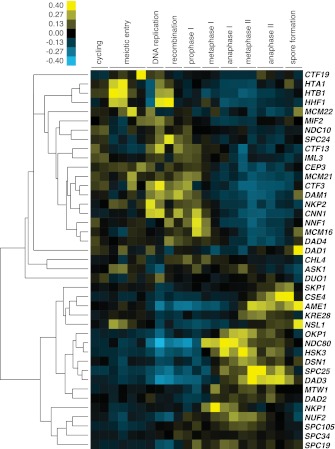
Meiotic cluster analysis of kinetochore components. Cluster analysis of kinetochore components from the indicated time points. Further details are in ‘Materials and methods’ and in Brar et al. (2012). **DOI:** http://dx.doi.org/10.7554/eLife.00117.041

**Figure 6—figure supplement 3.**
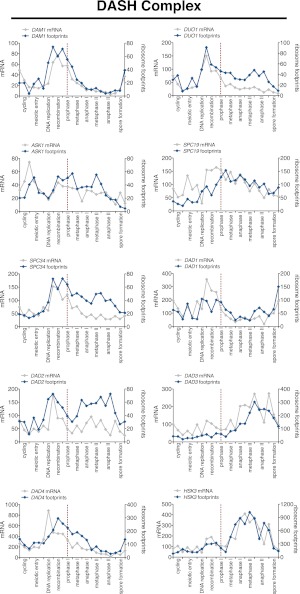
Meiotic expression of DASH complex subunits. Ordered plot of mRNA-seq and ribosome footprinting data for the DASH complex components at indicated stages of sporulation. Dotted line indicates time of release from *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.042

**Figure 6—figure supplement 4.**
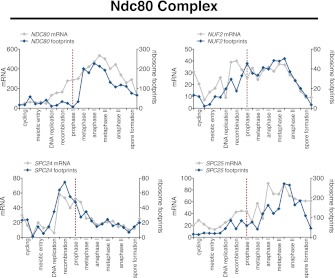
Meiotic expression of Ndc80 complex subunits. Ordered plot of mRNA-seq and ribosome footprinting data for the Ndc80 complex at indicated stages. Dotted line indicates time of release from *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.043

**Figure 6—figure supplement 5.**
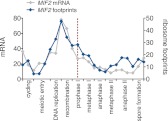
Meiotic expression of Mif2. Ordered plot of the mRNA-seq and ribosome footprinting data for Mif2 at the indicated stages. Dotted line indicates time of release from the *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.044

**Figure 6—figure supplement 6.**
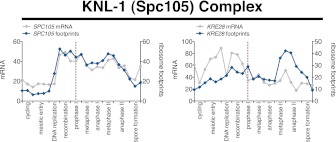
Meiotic expression of KNL-1 complex subunits. Ordered plot of the mRNA-seq and ribosome footprinting data for KNL-1 complex subunits (Spc105 complex) at the indicated stages. Dotted line indicates time of release from the *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.045

**Figure 6—figure supplement 7.**
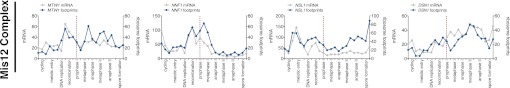
Meiotic expression of Mis12 complex subunits. Ordered plot of the mRNA-seq and ribosome footprinting data for Mis12 complex subunits at the indicated stages. Dotted line indicates time of release from *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.046

**Figure 6—figure supplement 8.**
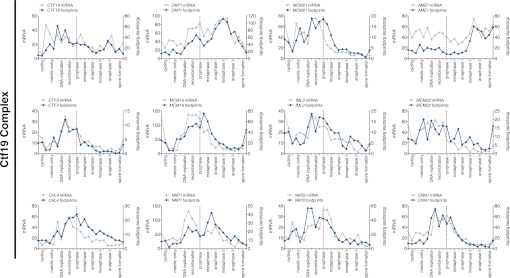
Meiotic expression of Ctf19 complex subunits. Ordered plot for mRNA-seq and ribosome footprinting data for Ctf19 complex at indicated stages. Dotted line indicates time of release from the *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.047

**Figure 6—figure supplement 9.**
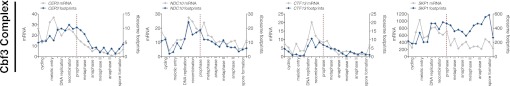
Meiotic expression of Cbf3 complex subunits. Ordered plot of the mRNA-seq and ribosome footprinting data for Cbf3 complex subunits at the indicated stages. Dotted line indicates time of release from the *NDT80* block. See Brar et al. (2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.048

**Figure 6—figure supplement 10.**
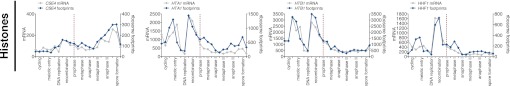
Meiotic expression of Histone subunits. Ordered plot for mRNA-seq and ribosome footprinting data for the histones at indicated stages. Dotted line indicates time of release from *NDT80* block See (Brar et al., 2012) for details. **DOI:** http://dx.doi.org/10.7554/eLife.00117.049

**Figure 6—figure supplement 11.**
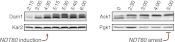
Meiotic expression of Dam1 and Ask1. *DAM1-3V5* (A28898) cells carrying the *GAL4-ER* and *GAL-NDT80* fusion and *ASK1-13myc* (A29161) carrying *ndt80∆* were induced to sporulate and were either released from (left panel) or arrested in (right panel) the *NDT80* block. Levels of Dam1-3V5, Ask1-13myc, Kar2 and Pgk1 were monitored by Western blot analysis. Pgk1 and Kar2 served as loading controls. **DOI:** http://dx.doi.org/10.7554/eLife.00117.050

Using a high-resolution ribosome profiling dataset (Brar et al., 2012), we examined the timing of synthesis of all kinetochore components during meiotic progression by cluster analysis. This analysis revealed two major expression classes, one included kinetochore components that peak in expression prior to or during prophase I (early class), and the other contained components that instead show peak expression during the meiotic divisions (late class). The early class was enriched for inner kinetochore components (16 of 23), while the late class included primarily outer kinetochore components (13 of 18) (Figure 6B, Figure 6—figure supplements 1–10). The inner kinetochore binds to the centromere and generates a platform for the assembly of the outer kinetochore, which mediates microtubule attachments (Tanaka, 2010). The temporal difference in expression suggests that the inner kinetochore is assembled prior to the meiotic divisions, while the outer kinetochore is constructed only as cells enter the meiotic divisions.

Among the outer kinetochore components that displayed peak synthesis during the divisions, *NDC80* and a subunit of the DASH complex, *HSK3,* displayed the most differential expression prior to meiosis I and during meiosis I, with a 9.02 and 2.64-fold induction, respectively (Figure 6B–D). This decline in Ndc80 expression is consistent with a previous study in fission yeast, showing that Ndc80 becomes undetectable at kinetochores during prophase I (Asakawa et al., 2005). Analysis of Ndc80 protein levels provided an explanation for why cells upregulate the synthesis of outer kinetochore components during entry into meiosis I. Ndc80 levels declined during premeiotic S phase and became undetectable during late prophase I (Figure 6E). Importantly, the ability of *CUP-CLB3* to induce sister-chromatid segregation during meiosis I tightly correlated with Ndc80 protein levels; as Ndc80 protein declines, so does *CLB3-*induced meiosis I sister chromatid segregation (compare Figure 6A,E).

Hsk3 protein levels were also low until meiosis I entry (Figure 6F), but not all outer kinetochore components exhibited this decline in protein levels. For example, Ask1, a subunit of the DASH complex, was present throughout prophase I and levels of another DASH complex component, Dam1, increased during prophase I (Figure 6—figure supplement 11). Our findings indicate that the assembly of the outer kinetochore is restricted prior to *NDT80* expression and pachytene exit due to low levels of a subset of outer kinetochore components.

### Expression of *NDC80* and *HSK3* during premeiotic S phase/prophase I enhances *CLB3*-induced meiosis I sister chromatid segregation

To determine whether reduced expression of the outer kinetochore components Ndc80 and Hsk3 contributes to preventing premature microtubule–kinetochore engagement, we examined the consequences of expressing the two genes from the *CUP1* promoter (Figure 7). We first assessed whether expression of the two proteins allows for the recruitment of the DASH complex to kinetochores, which occurs via delivery through microtubules and can thus be used as a means of assessing end-on attachment of kinetochores (Cheeseman et al., 2001; Tanaka, 2010). Cells were induced to sporulate and after 4 hr, a time when Ndc80 levels are normally diminished, we induced the expression of *CLB3*, *NDC80* and/or *HSK3*. Whereas expression of either gene alone caused only a few cells to recruit Ask1 to kinetochores, cells simultaneously expressing *NDC80*, *HSK3* and *CLB3* during prophase I showed colocalization between Ask1 and the inner kinetochore component Ndc10, to an equal or greater extent than what was observed in metaphase I-arrested wild-type cells (Figure 8A,B). The difference in Ask1 localization was not due to a difference in *ASK1* expression (Figure 8C). In addition, induction of *CLB3* under the conditions mentioned above gave rise to bipolar spindles that appeared fragile with a weakened midzone. In contrast, consistent with stable microtubule–kinetochore interactions, coexpression of *CLB3*, *HSK3* and *NDC80* resulted in the formation of robust bipolar spindles (Figure 8D,E). Importantly, the expression of *NDC80* and/or *HSK3* during an *NDT80* block caused a considerable increase in meiosis I sister chromatid segregation in *CUP-CLB3* cells (Figure 8F). Furthermore, under conditions in which *CLB3* expression alone failed to induce meiosis I sister chromatid segregation, expression of *CLB3* together with *NDC80* and *HSK3* caused a substantial increase in meiosis I sister chromatid segregation (Figure 8G). This occurred even when cells were maintained in a prolonged *NDT80* block prior to expression of *CLB3*, *NDC80* and *HSK3* (Figure 9), ruling out the possibility that the expression of *NDT80* targets, such as *CDC5*, early during sporulation contributes to sister chromatid segregation during meiosis I. We conclude that limiting outer kinetochore assembly is an additional mechanism to prevent microtubule–kinetochore interactions during premeiotic S phase and prophase I.

**Figure 7.**
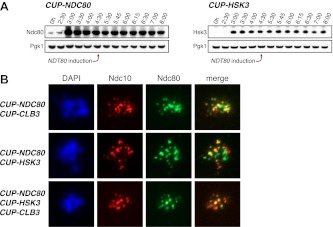
Characterization of *NDC80* and *HSK3* overexpression. (**A**) *CUP-NDC80-3V5* (A30342) and *CUP-HSK3-3HA* (A32060) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate. After 2 hr 30 min CuSO_4_ (50 μM) was added and cells were subsequently released from *NDT80* block 4 hr 30 min after transfer into sporulation medium. The levels of Ndc80-3V5, Hsk3-3HA and Pgk1 were monitored by Western blot. (**B**) *CUP-NDC80-3V5 CUP-CLB3* (A31949), *CUP-NDC80-3V5 CUP-HSK3* (A31951) and *CUP-NDC80-3V5 CUP-HSK3 CUP-CLB3* (A31953) cells were induced to sporulate. 4 hr after transfer into sporulation medium CuSO_4_ (50 μM) was added, and localization of Ndc80-3V5 (green) relative to Ndc10-6HA (red) was determined by nuclear spreads 5 hr after transfer into sporulation medium. **DOI:** http://dx.doi.org/10.7554/eLife.00117.051

**Figure 8.**
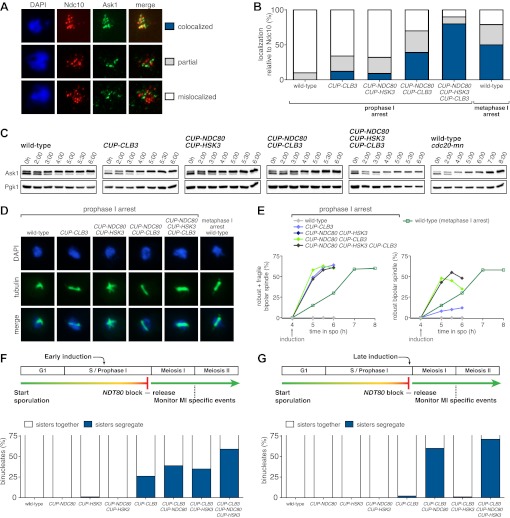
Expression of *NDC80* and *HSK3* in prophase I enhances Clb3-CDK-induced meiosis I sister chromatid segregation. For (**A**)–(**E**), wild-type (A31945), *CUP-CLB3* (A31947), *CUP-NDC80 CUP-HSK3* (A31951), *CUP-NDC80 CUP-CLB3* (A31949), *CUP-NDC80 CUP-HSK3 CUP-CLB3* (A31953) and *cdc20-mn* (A31955) cells were induced to sporulate and CuSO_4_ (50 μM) was added at 4 hr after sporulation induction. (**A**) Representative images and (**B**) quantification of Ask1-13myc (green) in mononucleates relative to Ndc10-6HA (red) determined by nuclear spreads prepared after 1 hr of CuSO_4_ induction (n > 40 except for A31955 [n = 28]). For (**B**), using a chi-square test (df 2) the fraction of spread nuclei that display colocalized, partial or mislocalized Ask1 with respect to Ndc10 was compared between *CUP-CLB3* and *CUP-CLB3 CUP-NDC80 CUP-HSK3* χ^2^ = 51.49, p<0.0001. (**C**) Western blots of Ask1-13myc and Pgk1. (**D**) Bipolar spindle morphology and (**E**) left panel, total (robust + fragile) bipolar spindle formation, and right panel, robust bipolar spindle formation determined at the indicated time points (see ‘Materials and methods’ for further description) (n = 100 per time point). Note: *CUP-NDC80 CUP-HSK3* (dark blue) data points occluded by wild-type (grey) data points. (**F**), (**G**) Segregation of sister chromatids using heterozygous CENV-GFP dots quantified in binucleates from wild-type (A30340), *CUP-NDC80* (A30342), *CUP-HSK3* (A31849), *CUP-NDC80 CUP-HSK3* (A31855), *CUP-CLB3* (A31847), *CUP-CLB3 CUP-NDC80* (A31853), *CUP-CLB3 CUP-HSK3* (A31851) and *CUP-CLB3 CUP-NDC80 CUP-HSK3* (A31857) (early induction = 2:15 hr, late induction= 4:30 hr after induction of sporulation; release from *NDT80* block at 4:30 hr) (n = 100). For (**F**), using a chi-square test (df 1) the fraction of binucleates with a reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 CUP-NDC80 CUP-HSK3* χ^2^ = 22.28, p<0.0001. For (**G**), using a chi-square test (df 1) the fraction of binucleates with a reductional or equational division was compared between *CUP-CLB3* and *CUP-CLB3 CUP-NDC80 CUP-HSK3* χ^2^ = 102.7, p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.00117.052

**Figure 9.**
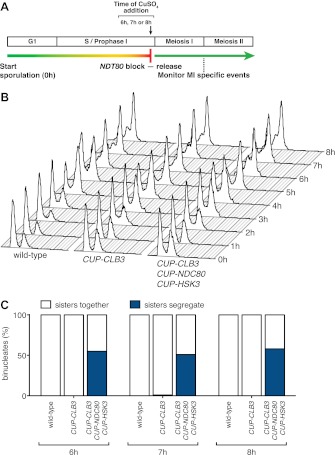
*CUP-CLB3 CUP-NDC80 CUP-HSK3*-induced meiosis I sister chromatid segregation is independent of the length of the prophase I arrest. (**A**) Schematic description of the experimental regime used in (**B**) and (**C**). (**B**), (**C**) Wild-type (A22678), *CUP-CLB3* (A22702) and *CUP-CLB3 CUP-NDC80 CUP-HSK3* (A31857) cells also carrying the *GAL4-ER* and *GAL-NDT80* fusions were induced to sporulate. Cells were released from the *NDT80* block and concurrently *pCUP1*-dependent expression was induced at either 6 hr, 7 hr or 8 hr post transfer to sporulation medium (by addition of 1 μM estradiol and 50 μM CuSO_4_ respectively). Samples were taken at the indicated time points to determine DNA content (**B**) and the percentage of binucleate cells with segregated sister chromatids (**C**). For (**C**), using a chi-square test (df 1), the fraction of binucleates that display a reductional or equational division in *CUP-CLB3 CUP-NDC80 CUP-HSK3* cells was compared between 6 hr and 7 hr induction χ^2^ = 0.3212, p=0.5709 and between 6 hr and 8 hr induction χ^2^ = 0.1831, p=0.6687. **DOI:** http://dx.doi.org/10.7554/eLife.00117.053

## Discussion

The specialized chromosome segregation pattern in meiosis likely evolved through modifications of the mitotic cell division program. We find that preventing microtubule–kinetochore interactions during premeiotic S phase and prophase I is essential for transforming mitosis into meiosis I. Meiosis I chromosome morphogenesis, including the assembly of cohesin protective structures around centromeres and sister kinetochore coorientation, occurs during prophase I. We propose that when microtubules interact with kinetochores prior to completion of this remodeling process, they establish a default attachment, biorientation, which is incompatible with establishing sister kinetochore coorientation and a cohesin protective domain around centromeres (Figure 10). Our findings reveal a novel regulatory event that is essential for accurate meiosis I chromosome segregation and demonstrate that temporal restriction of microtubule–kinetochore interactions is instrumental in transforming mitosis into meiosis.

**Figure 10.**
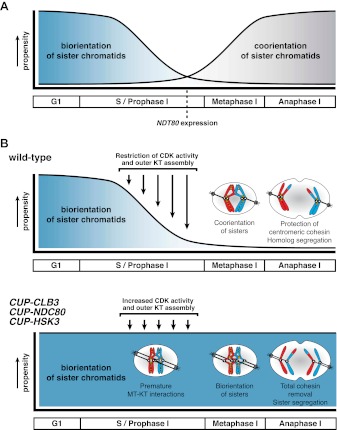
Model for temporal regulation of microtubule–kinetochore interactions during meiosis. (**A**) As prophase I progresses, the propensity of sister chromatids to biorient decreases and the ability to coorient sister chromatids increases. (**B**) Top panel: inhibiting Clb-CDK activity and outer kinetochore (KT) assembly during prophase I establishes a meiosis I-specific chromosome segregation pattern by allowing sister kinetochore coorientation and protection of centromeric cohesin. Bottom panel: disrupting the regulation of microtubule–kinetochore (MT–KT) interactions causes sister chromatid segregation in meiosis I. **DOI:** http://dx.doi.org/10.7554/eLife.00117.054

### The effects of premature microtubule–kinetochore engagement on meiosis I chromosome morphogenesis

Transcriptional and translational controls restrict *CLB3* expression to meiosis II (Carlile and Amon, 2008). Eliminating both, by placing the gene under the control of the *GAL1-10* promoter or the *CUP1* promoter has dramatic effects on meiosis I chromosome segregation. *CLB3* expression from the *GAL1-10* promoter, which leads to Clb3 levels comparable to those seen for wild-type cells in meiosis II, causes a significant suppression of the meiosis I chromosome segregation pattern. This defect is not further enhanced by overexpression of the protein (by expression from the *CUP1* promoter), which further indicates that this phenotype does not emanate from expressing exceedingly high levels of the cyclin, but is a consequence of premature expression.

The consequences of premature *CLB3* expression are dramatic. It leads to premature microtubule–kinetochore interactions and prevents coorientation factors from associating with kinetochores. The observation that the transient disruption of microtubule–kinetochore interactions, either by inactivating the outer kinetochore or by microtubule depolymerization, allowed coorientation factors to associate with kinetochores, despite *CLB3* misexpression, led us to conclude that it is premature microtubule–kinetochore interactions that interfere with the establishment of sister kinetochore coorientation during meiosis I. It is currently unclear how preexisting microtubule–kinetochore interactions prevent monopolin association with kinetochores. Precocious attachment of microtubules to kinetochores could occlude the monopolin complex from binding to kinetochores. Alternatively, tension between sister kinetochores generated from stable microtubule–kinetochore interactions could induce a conformational change at the kinetochore and/or pericentric chromatin such that coorientation factors can no longer associate with the kinetochore.

In addition to preventing sister kinetochore coorientation, premature expression of *CLB3* interferes with protecting centromeric cohesin from removal during meiosis I. The same logic as outlined for coorientation factors applies to the conclusion that it is Clb3-CDK mediated premature microtubule–kinetochore interactions that lead to loss of centromeric cohesin protection in *CUP-CLB3* cells; disrupting microtubule–kinetochore interactions by various means restores stepwise loss of cohesin in *CUP-CLB3* cells. A simple interpretation of this result is that the centromeric-cohesin protective domain can be disrupted by tension between sister kinetochores at any meiotic stage prior to anaphase I. This does not appear to be the case. In cells lacking the coorientation factor *MAM1*, sister kinetochores come under tension in metaphase I, yet in these cells centromeric cohesin is not removed prematurely (Toth et al., 2000 and Figure 4—figure supplement 3). Thus, the timing of microtubule–kinetochore interactions is of importance. It is tempting to speculate that the establishment of the centromeric-cohesin protective domain, which occurs during prophase I or perhaps even earlier, is sensitive to premature microtubule–kinetochore interactions and/or tension that promote biorientation of sister kinetochores. However, once this domain is established, its maintenance during meiosis I can no longer be disrupted by tension between sister kinetochores.

How premature microtubule–kinetochore interactions affect the centromeric cohesin protection machinery is not yet known. A defect in localization of the protective machinery to kinetochores does not appear to be the cause of this defect. Sgo1 and PP2A localize normally to kinetochores in *CUP-CLB3* cells. Therefore, lack of cohesin protection upon premature microtubule–kinetochore engagement must either result from a defect in an unknown cohesin protection pathway or from a decrease in the activity of Sgo1 and/or PP2A. Premature association of kinetochores with microtubules could result in the untimely recruitment of a factor (e.g. Clb-CDKs themselves) to the pericentromere that inhibits the cohesin protective machinery. Alternatively, microtubule–kinetochore engagement could directly affect the activity of the protective machinery. Two mechanisms have been previously proposed whereby tension modulates the activity of the cohesin protective machinery. In mammalian cells, tension spatially separates centromeric cohesin from Sgo1-PP2A, perhaps leading to loss of protection (Lee et al., 2008). Tension has also been proposed to cause a deformation in PP2A, thus inhibiting its catalytic activity (Grinthal et al., 2010). Irrespective of whether it is tension-dependent perturbation of Sgo1-PP2A and/or recruitment of inhibitory factors, it is clear that premature microtubule–kinetochore engagement is a bona fide modulator of the cohesin protective machinery.

### Regulated kinetochore assembly contributes to preventing microtubule–kinetochore interactions

Cyclin-CDKs regulate multiple aspects of microtubule–kinetochore dynamics. Cyclin-CDKs promote centrosome separation and bipolar spindle assembly (Fitch et al., 1992), kinetochore maturation (Holt et al., 2009) and chromosomal passenger complex localization (Tsukahara et al., 2010). Given the importance of preventing premature microtubule–kinetochore engagement to meiosis I chromosome morphogenesis, it is not surprising that cyclin-CDK activity is regulated at multiple levels in budding yeast; transcription of *CLB1*, *CLB3* and *CLB4* is not activated until cells exit pachytene (Chu and Herskowitz, 1998) and *CLB3* translation is restricted to meiosis II (Carlile and Amon, 2008).

Cyclin-CDK activity is also tightly regulated in other eukaryotes. Metazoan oocytes arrest for an extended period of time in prophase I. Multiple mechanisms keep cyclin-CDK activity low to maintain this arrest (reviewed in Von Stetina and Orr-Weaver, 2011). Similar regulation is observed in *D. melanogaster* and *C. elegans*. Remarkably, inappropriate activation of *Cyclin A* or cyclin E during prophase I in fruit flies and worms, respectively, results in a mitosis-like division (Sugimura and Lilly, 2006; Biedermann et al., 2009). Thus, restricting cyclin-CDK activity during premeiotic S phase and prophase I also appears to be required to establish a meiosis I-specific chromosome architecture in higher eukaryotes.

Restriction of cyclin-CDK activity during premeiotic S phase and prophase I appears to be the major mechanism preventing premature microtubule–kinetochore interactions, but our data indicate that regulation of outer kinetochore assembly serves as an additional mechanism to prevent this from occurring. *CUP-CLB3* can only induce meiosis I sister chromatid segregation when expressed during premeiotic S phase/early prophase I, but fails to do so when expressed during late prophase I. This difference is likely due to the outer kinetochore being present only until early prophase I. When Ndc80, Hsk3 and Clb3 are coexpressed during late prophase I, sister chromatid segregation occurs in meiosis I. This result demonstrates that the presence of Clb3-CDKs alone during late prophase I is not sufficient to cause meiosis I sister chromatid segregation but that outer kinetochore components must also be expressed. Whether outer kinetochore disassembly solely occurs to prevent microtubule kinetochore interactions remains to be determined. Outer kinetochore disassembly could also serve additional purposes during prophase I such as enabling telomere-mediated chromosome movements. Further study of the kinetochore assembly/disassembly cycle during meiosis will provide insights into the full impact of kinetochore regulation on meiotic chromosome segregation.

In budding yeast, two essential components of the outer kinetochore, Ndc80 and Hsk3, are downregulated during prophase I. In *S. pombe*, Ndc80 and its binding partner Nuf2 dissociate from kinetochores in prophase I (Asakawa et al., 2005) raising the interesting possibility that deconstruction of the outer kinetochore is a conserved feature of meiotic prophase I. This dissociation depends on the mating pheromone signaling pathway (Asakawa et al., 2005). Intriguingly, ectopic induction of meiosis without mating pheromone signaling (i.e. in *pat1* mutants), results in segregation of sister chromatids instead of homologous chromosomes in meiosis I (Yamamoto and Hiraoka, 2003; Yamamoto et al., 2004). Perhaps this change in the pattern of chromosome segregation in *pat1* mutants arises from premature microtubule–kinetochore interactions due to a defect in outer kinetochore disassembly. Interestingly, in mouse oocytes, the Ndc80 complex is recruited to chromosomes only after nuclear envelope breakdown (Sun et al., 2011), raising the possibility that outer kinetochore assembly is also prevented in meiotic prophase I in vertebrates.

### Concluding remarks

Proper segregation of the genome during gametogenesis is critical for the proliferation of sexually reproducing species. Errors in chromosome segregation during meiosis result in aneuploidy, the leading cause of birth defects and miscarriages in humans (Hassold and Hunt, 2001). Thus, it is crucial to understand how accurate meiotic chromosome segregation is achieved. We discovered that the establishment of a meiosis-specific chromosome segregation pattern depends on the regulation of microtubule–kinetochore interactions. This is achieved by regulating cyclin-CDK activity as well as assembly of the outer kinetochore. There is evidence for similar regulatory events across different organisms (Asakawa et al., 2005; Sugimura and Lilly, 2006; Biedermann et al., 2009; Von Stetina and Orr-Weaver, 2011), suggesting that temporal restriction of microtubule-kinetochore interactions is an evolutionarily conserved event required to execute proper meiotic chromosome segregation.

## Materials and methods

### Strains and plasmids

Strains used in this study are described in Supplementary file 1 and are derivatives of SK1 (all meiosis experiments) or W303 (Figure 5A). *GAL-NDT80* and *GAL4-ER* constructs are described in Benjamin et al. (2003). *CUP-CLB1, CUP-CLB3, CUP-CLB4, CUP-CLB5, SPC42-mCherry, SGO1-3V5, RTS1-13myc, RTS1-3V5, HSK3-3V5, NDC80-3V5, ASK1-13myc, CUP-NDC80-3V5, CUP-HSK3, mam1∆, SPO13-3V5, mad3∆, DAM1-3V5, CUP-HSK3-3HA* were constructed by PCR-based methods described in Longtine et al. (1998). Primer sequences for strain constructions are available upon request. *ndc80-1* and *dam1-1* are described in Wigge et al. (1998); Jones et al. (1999) and SK1 strains carrying these alleles were constructed via backcrossing (>9X). CENV-LacO was constructed by cloning a CENV homology region with XhoI restriction sites into the SalI cut plasmid pCM40 (gift from Doug Koshland) and integrated near *CDEIII* (<1 kb) by BamHI digest. pHG40 carrying *CUP1* promoter was a gift from Hong-Guo Yu. 3V5 tagging plasmids were provided by Vincent Guacci.

### Sporulation conditions

Strains were grown to saturation in YPD at room temperature, diluted in BYTA (1% yeast extract, 2% tryptone, 1% potassium acetate, 50 mM potassium phthalate) to OD_600_ = 0.25, and grown overnight at 30°C (room temperature for *ndc80-1* and *dam1-1* experiments). Cells were resuspended in sporulation medium (0.3% potassium acetate [pH 7], 0.02% raffinose) to OD_600_ = 1.85 and sporulated at 30°C unless otherwise indicated. *GAL-NDT80 GAL4-ER* strains were released from the *NDT80* block by the addition of 1 μM β-estradiol (5 mM stock in ethanol; Sigma E2758-1G, St. Louis, MO) at 4 hr 30 min unless otherwise indicated. Note: strains released from *NDT80* block at 4 hr 30 min are prototrophic and have accelerated meiotic kinetics relative to strains containing auxotrophies. Strains with *CUP1* promoter driven alleles were induced by addition of CuSO_4_ (50 μM final concentration; 100 mM stock made from anhydrous powder [FW = 159.6 g/mol]; Mallinckrodt, Hazelwood, MO) at indicated times.

### Transient inactivation of the *ndc80-1* or *dam1-1* alleles

Wild-type, *ndc80-1* or *dam1-1* cells carrying *GAL-NDT80 GAL4-ER* were induced to sporulate at room temperature (permissive temperature). After 2 hr 45 min, cyclin expression was induced by addition of 50 μM CuSO_4_ and cells were concurrently shifted to the semi-permissive (34°C) or non-permissive (>35.5°C) temperature and allowed to arrest in pachytene. Cells were then transferred to the permissive temperature and released from the *NDT80* block by addition of 1 μM β-estradiol into either a metaphase I arrest (by depleting Cdc20) or allowed to proceed through the meiotic divisions.

### Benomyl treatment of meiotic cultures

Wild-type or *CUP-CLB3* cells carrying the *GAL-NDT80 GAL4-ER* constructs were induced to sporulate at 30°C. 2 hr 15 min after transfer into sporulation medium, cells were filtered and transferred to medium containing CuSO_4_ (50 μM) and either 0.4% DMSO or benomyl (120 μg/ml). After an additional 2 hr 15 min incubation, benomyl was washed out by filtering and washing cells with 10 volumes of sterile dH_2_0 containing 0.4% DMSO. Cells were subsequently resuspended in sporulation medium containing 1 μM β-estradiol to release from *NDT80* block. The efficacy of benomyl treatment was confirmed by spindle morphology. See Hochwagen et al. (2005) for further technical details regarding benomyl resuspension in sporulation medium.

### Mitotic induction of monopolin

*MAT***a** haploid cells carrying the *MET-CDC20* or *MET-CDC20 GAL-CDC5 GAL-MAM1* fusions and CENIV-GFP dots cultured in complete synthetic medium without methionine (CSM-MET) containing 2% raffinose were arrested in G1 with 5 μg/ml α-factor. For Figure 5A condition (1), cells were treated with galactose (to induce Cdc5 and Mam1 production) for 1 hr prior to α-factor release. When arrest was complete, cells were released into rich medium (YEP) with 2% raffinose lacking pheromone and containing 2% galactose, 1% DMSO and 8 mM methionine (to repress Cdc20 production). 8 mM methionine was added every hour to maintain metaphase arrest. When metaphase arrest was complete, cells were released into CSM-MET medium, containing 2% dextrose, 1% DMSO and 5 μg/ml α-factor. For condition (2), G1 arrested cells were released into YEP medium with 2% raffinose, lacking pheromone, containing 8 mM methionine and 1% DMSO. 8 mM methionine was added every hour to maintain the metaphase arrest. After 2 hr, cells were treated with 2% galactose for 1 hr and were subsequently released into CSM-MET medium, containing 2% dextrose, 1% DMSO and 5 μg/ml α-factor. For condition (3), G1 arrested cells were released into YEP medium with 2% raffinose, lacking pheromone, containing 8 mM methionine and 15 μg/ml nocodazole in DMSO. 8 mM methionine was added every hour to maintain the metaphase arrest. After 2 hr, cells were treated with 2% galactose for 1 hr and were subsequently released into CSM-MET medium, containing 2% dextrose, 1% DMSO and 5 μg/ml α-factor. Samples were taken every 15 min after release from metaphase arrest to determine GFP dot segregation in anaphase.

### Indirect immunofluorescence

Indirect immunofluorescence was performed as described in Kilmartin and Adams (1984). Spindle morphologies were classified as follows: metaphase I or metaphase I-like spindles were defined as a short, bipolar spindle spanning a single DAPI mass. Anaphase I spindles were defined as an elongated spindle spanning two distinct DAPI masses. Metaphase II spindles were defined as two short, bipolar spindles, each spanning a DAPI mass. Anaphase II spindles were defined as two elongated spindles, each spanning two distinct DAPI masses (four DAPI masses total). For Figure 8D,E, robust bipolar spindle was classified as a short, thick, bipolar spindle with equal intensity tubulin staining across the entire length of the spindle. A fragile spindle was classified as a short bipolar spindle with lower intensity tubulin staining in the middle of the spindle axis.

### Live cell imaging

Cells were induced to sporulate and CuSO_4_ was added at the indicated times. After 30–60 min post CuSO_4_ induction, cells were layered on a Concanavalin A (2 mg/ml; stock solution 20 mg/ml diluted in 50 mM CaCl_2_, 50 mM MnSO_4_) coated cover slip and assembled into an FCS2 fluidic chamber (Bioptechs Inc. Butler, PA). Sporulation medium was heated to 30°C, aerated using an aquarium air pump (Petco Animal Supplies, Inc. Cambridge, MA) and was perfused into the fluidic chamber using a peristaltic pump (Gilson Inc., Middleton, WI) with a flow rate of 4–7 ml/h. Alternatively, cells were induced to sporulate as above and transferred to a microfluidic chamber (CellASIC Corp. Hayward, CA). Cells were imaged using a Zeiss Axio Observer-Z1 with a 100× objective (NA = 1.45), equipped with a Hamamatsu ORCA-ER digital camera. 11 Z-stacks (1 micron apart) were acquired and maximally projected. Metamorph software was used for image acquisition and processing. Images for Figure 2B was processed using Metamorph deconvolution software. For Figure 2C, a cell was scored as harboring a separated pair of sister kinetochores if the heterozygous CENV-GFP dot signal underwent transient splitting for at least two time points for the duration of the movie.

### GFP-dot and Spc42-mCherry cell fixation conditions

An aliquot of cells was fixed with 3.7% formaldehyde in 100 mM phosphate buffer (pH 6.4) for 10–15 min. Cells were washed once with 100 mM phosphate, 1.2 M sorbitol buffer (pH 7.5) and permeabilized with 1% Triton X-100 stained with 0.05 μg/ml 4′,6-diamidino-2-phenylindole (DAPI). Cells were imaged using a Zeiss Axioplan 2 microscope or a Zeiss Axio Observer-Z1 with a 100× objective (NA = 1.45), equipped with a Hamamatsu ORCA-ER digital camera. Openlab or Metamorph software was used for image acquisition and processing.

### Chromosome spreads

4 OD_600_ units of cells were harvested and spheroplasted with 0.1 mg/ml zymolyase 100T (Seikagaku Corp, Japan) and 15 mM DTT in solution 1 (2% potassium acetate, 0.8% sorbitol) for 10–13 min at 37°C. Ice-cold solution 2 (100 mM MES [pH 6.4], 1 mM EDTA, 0.5 mM MgCl_2_, 1 M sorbitol) was added to stop spheroplasting and cells were centrifuged at 2500 rpm for 2–3 min. The supernatant was discarded and the pellet was gently resuspended in 100–200 μl of solution 2. 15 μl of the resuspension was spread onto a glass slide. Subsequently, 30 μl of fixative solution (4% paraformaldehyde, 3.4% sucrose), 60 μl of 1% lipsol and 60 μl of fixative solution were added on top of cell suspension and spread using a glass rod seven to ten times back and forth. The slides were dried for at least 2 hr at room temperature, rehydrated in PBS pH 7.4, blocked with 0.2% gelatin, 0.5% BSA in PBS, and stained as described in the ‘Antibody’ section. For quantifications of spread nuclei, images were acquired using a Zeiss Axioplan 2 microscope or a Zeiss Axio Observer-Z1 with a 100× objective (NA = 1.45), equipped with a Hamamatsu ORCA-ER digital camera. Openlab or Metamorph software was used for image acquisition and processing. 40–100 spread nuclei were counted for each sample, except for strain A31955 in Figure 8B (n = 28). Two proteins were identified as colocalized in spread nuclei when more than 90% of foci overlapped. They were defined as partially colocalized when the overlap between foci was approximately 50% and as mislocalized when the overlap was negligible.

### In vitro kinase assay

In vitro kinase assays were performed as described in Carlile and Amon (2008) with the following modifications: 1 mg of total protein was incubated with 40 μl of 50% slurry anti-V5 agarose affinity gel (Sigma, St. Louis, MO) for 2 hr at 4°C. One half of the immunoprecipitate was used for the in vitro kinase assay, while the other half was used for Western blotting to detect Cdc28-3V5.

### Western blot analysis

For immunoblot analysis, ∼10 OD_600_ units of cells were harvested and treated with 5% trichloroacetic acid for at least 10 min at 4°C. The acid was washed away with acetone and the cell pellet was subsequently dried. The cell pellet was pulverized with glass beads in 100 μL of lysis buffer (50 mM Tris–HCl at pH 7.5, 1 mM EDTA, 2.75 mM DTT, complete protease inhibitor cocktail [Roche, Basel, Switzerland]) using a bead-beater (Biospec Products, Inc. Bartlesville, OK). 3× SDS sample buffer was added and the cell homogenates were boiled. Standard procedures for sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and Western blotting were followed (Laemmli, 1970; Towbin et al., 1979; Burnette, 1981). A nitrocellulose membrane (VWR International LLC, Radnor, PA) was used to transfer proteins from polyacrylamide gels. Antibody dilutions are described in the ‘Antibody’ section.

### Flow cytometry

1 ml aliquot of a meiotic culture was spun down and the pellet was re-suspended in 70% ethanol and fixed for at least 60 min. Ethanol was removed and the cell pellet was washed with 50 mM sodium citrate, pH 7 and sonicated for 6 s at 50% output. The sample was subsequently incubated with 0.25 mg/ml Ribonuclease A (Sigma, St. Louis, MO) in 50 mM sodium citrate overnight at 37°C, washed once with 50 mM sodium citrate and re-suspended in 50 mM sodium citrate with either 1 µM Sytox Green (Molecular Probes, Carlsbad, CA) or 16 µg/ml propidium iodide (Sigma). Samples were analyzed using FACSCalibur (Becton Dickenson Co. Franklin Lakes, NJ).

### Chromatin immunoprecipitation

400 OD_600_ units of cells were fixed for 15 min at room temperature in 1% formaldehyde. The formaldehyde was quenched by addition of 125 mM glycine. Samples were processed as previously described (Vader et al., 2011). Before immunoprecipitation, 120th of the sample was removed as the input sample. The antibodies used for immunoprecipitation are described in the ‘Antibody’ section. For ChIP-chip, samples were processed and analyzed as described in Vader et al. (2011). 

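The input channel of the arrays shows whether DNA added by the strain constructs is present. Probes inside GAL4, of which the prophase I strains carry an additional fusion, were higher by 0.80 (log2, 9 probes) in the input of the 4 prophase I arrays than in that of the 4 metaphase I arrays, with a pooled SD between arrays of 0.12 and no overlap. The 1000 bp upstream of CLB2, whose promoter drives *CDC20* in the metaphase I strains, were higher by 0.64 (SD 0.17, 4 probes) on the metaphase I arrays, also with no overlap. URA3 was higher by 1.34 (SD 0.069, 3 probes) on the 2 prophase I Sgo1 arrays, whose strains carry it, than on the 2 metaphase I Sgo1 arrays, whose strains do not; on the Rec8 arrays all 3 probes were marked as outliers. The Pds5 strains carry URA3 behind *REC8-3HA*. Its input level, relative to the mean over arrays, was 0.13 on the Pds5 wild-type array but -0.47 on the Pds5 *CUP-CLB3* array, where 1 of 3 probes was well above background, against -0.61 and -0.57 on the metaphase I Sgo1 arrays. The promoter replacement at CLB3 could not be checked: the 2 probes within 1000 bp upstream differed by -0.069 between *CUP-CLB3* and wild-type arrays, with an SD of 0.17.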

For qPCR analysis, DNA was amplified using SYBR Premix ExTaq Perfect Real Time Kit (Takara Bio Inc. Otsu, Shiga, Japan). PCR reactions were 40 cycles of 95°C, 20 s; 55°C, 30 s; 72°C, 30 s using a Roche LightCycler 480 II (Roche, Basel, Switzerland). The following primers were used (5′–3′):

**CENV F:** CTT GTT TAG TGC AAG CCA CTG TT
**CENV R:** CCG CAT TTC CTT GAT TTA CTG TC
**c281 F:** CAA CGA ACC GTG GGA ACG TTA TAG
**c281 R:** GAA ACT TTC CTG GTA CCT TCT GC
**c194 F:** GCT GAA AGC ATG CCA CTG TA
**c194 R:** GGT GTT CCT GCT TCG TTG TTA G
**HMR F:** ACG ATC CCC GTC CAA GTT ATG
**HMR R:** CTT CAA AGG AGT CTT AAT TTC CCT G

### Recombination southern

∼20 OD_600_ units of cells were harvested and treated with sodium azide (0.1% final concentration). Cells were pelleted and snap frozen in liquid nitrogen. Genomic DNA was extracted as follows: Cells were washed once in TE and spheroplasted with 1/100 volume of beta-mercaptoethanol and 250 μg/ml zymolyase T100 in spheroplasting buffer (1 M sorbitol, 42 mM K_2_HPO_4_, 8 mM KH_2_PO_4_, 5 mM EDTA) for 30 min at 37°C on a rotating rack. 100 μl preheated (65°C) lysis buffer (1:1 mix of 1 M Tris pH 8 and 0.5 M EDTA, 2.5–3% SDS) was added and mixed by inverting. 15 μl proteinase K (18 ± 4 mg/ml PCR grade solution; Roche, Basel, Switzerland) was added and incubated at 65°C for ∼1.5 hr. Subsequently, 150 μl 5 M potassium acetate was added, mixed by inverting and transferred to 4°C for 10 min. Samples were centrifuged at 4°C for 20 min and 650 μl of supernatant was transferred into a 2 ml tube containing 750 μl 100% ethanol, avoiding as much of the white fluff as possible. Samples were mixed by inverting and left at 4°C for 10 min. Nucleic acid was precipitated at 15,000 rpm for 10 min, 4°C. Samples were subsequently resuspended in TE and treated with RNase A (50 μg/ml; Roche), for 15–20 min at 37°C and kept at 4°C overnight. DNA was extracted with phenol/chloroform/isopropanol and was resuspended in 125 μl TE. XhoI-MluI digested DNA fragments were separated on 0.6% agarose gel in 1× TBE and transferred onto Hybond-XL plus membranes (GE Healthcare Biosciences, Pittsburgh, PA) by alkaline transfer. Southern blotting was performed as previously described (Hunter and Kleckner, 2001).

### Antibodies

#### Indirect immunofluorescence

Spindle morphology was determined using a rat anti-tubulin antibody (Serotec, Kidlington, UK) used at a dilution of 1:100, and anti-rat FITC antibodies (Jackson ImmunoResearch Laboratories, Inc. West Grove, PA) used at a dilution of 1:100–200.

#### Western blotting

Lrs4-13myc, Rec8-13myc, Ask1-13myc and Mam1-9myc were detected using a mouse anti-myc antibody (Covance, Princeton, NJ) at a 1:500 dilution. Rec8-3HA and Hsk3-3HA were detected using a mouse anti-HA antibody (HA.11; Covance) at a 1:1000 dilution. Hsk3-3V5, Ndc80-3V5 and Dam1-3V5 were detected using a mouse anti-V5 antibody (Invitrogen, Carlsbad, CA) at a 1:2000 dilution. Pgk1 was detected using a mouse anti-Pgk1 antibody (Molecular Probes, Carlsbad, CA) at a 1:10,000 dilution. Clb3 was detected using a rabbit anti-Clb3 antibody (Sc7167; Santa Cruz Biotechnology Inc. Santa Cruz, CA) at a 1:500 dilution. Kar2 was detected using a rabbit anti-Kar2 antibody (kindly provided by Mark Rose) at a 1:200,000 dilution. The secondary antibodies used were a sheep anti-mouse antibody conjugated to horseradish peroxidase (HRP) (GE Healthcare Biosciences, Pittsburgh, PA) at a 1:5000 dilution or a goat anti-rabbit antibody conjugated to HRP (BioRad, Hercules, CA) at a 1:10,000 dilution. Antibodies were detected using the SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific, Waltham, MA).

#### Chromatin immunoprecipitation

Rec8-3HA was immunoprecipitated using 2–5 μg of rat anti-HA antibody (3F10; Roche, Basel, Switzerland) in combination with 50 μl of 50% slurry Protein G beads (Roche). Rec8-13myc was immunoprecipitated using 2–5 μg of mouse anti-myc antibody (9E11) in combination with 50 μl of 50% slurry Protein G beads (Roche). Sgo1-3V5 and Spo13-3V5 were immunoprecipitated with 40–50 μl of 50% slurry anti-V5 agarose affinity gel (Sigma, St. Louis, MO). Pds5 was immunoprecipitated using 1.3μl of rabbit anti-Pds5 antibody (kindly provided by Vincent Guacci) in combination with 50 μl of 50% slurry Protein A beads (Roche). Phosphorylated Rec8 was immunoprecipitated using 2 μg of rabbit anti-phospho-S179 Rec8 or rabbit anti-phospho-S521 Rec8 in combination with 50 μl of 50% slurry Protein A beads (Roche).

#### Chromosome spreads

Lrs4-13myc, Ndc10-13myc, Sgo1-9myc, Rts1-13myc, Rec8-13myc, Ask1-13myc, and Mam1-9myc were detected using a preabsorbed rabbit anti-myc antibody (Gramsch, Schwabhausen, Germany) at a 1:400 dilution. Ndc10-6HA and Rec8-3HA were detected using either a preabsorbed mouse anti-HA antibody (HA.11; Covance, Princeton, NJ) or a rat anti-HA antibody (3F10; Roche, Basel, Switzerland) at a 1:400 dilution. Ndc80-3V5 was detected using a mouse anti-V5 antibody (Invitrogen, Carlsbad, CA) at a 1:400 dilution. Zip1 was detected using y-300 rabbit antibody (Santa Cruz Biotechnology Inc. Santa Cruz, CA) at a 1:400 dilution. Rad51 was detected using y-180 rabbit IgG (Santa Cruz Biotechnology Inc.) at a 1:400 dilution. Secondary antibodies used were preabsorbed anti-rabbit FITC antibody (Jackson ImmunoResearch Laboratories, Inc. West Grove, PA), preabsorbed anti-rat CY3 antibody (Jackson ImmunoResearch Laboratories, Inc.) or preabsorbed anti-mouse CY3 antibody (Jackson ImmunoResearch Laboratories, Inc.) at a 1:400–1:800 dilution.

### Cluster analysis and ordered plots for mRNA-seq and ribosome footprinting data

Cluster analysis of the ribosome footprinting data for the kinetochore components listed in Figure 6—figure supplement 1 was performed using Cluster 3.0. Genes were clustered by hierarchical average based on Spearman correlation using mean centered arrays. Clustering data (Figure 6B, Figure 6—figure supplement 2) were visualized using Java Treeview. Note that ribosome footprints are normalized such that the sum of expression across the time course is equivalent for each gene. For plots in Figure 6C,D and Figure 6—figure supplements 3–10, mRNA-seq and ribosome footprinting data were plotted for indicated genes based on the dataset from Brar et al. (2012). The meiotic stages plotted on the x-axis are in the following order: vegetative (gb15 exponential and A14201 exponential), meiotic entry (1, A, B and D), DNA replication (E and F), recombination (G and I), prophase I (3 and 4), metaphase I (5 and 6), anaphase I (7 and 8), metaphase II (9 and 10), anaphase II (11, 12 and 13) and spore formation (15 and 18). The detailed explanation of the above letter and number codes can be found in Brar et al. (2012).

### Statistical analysis

Chi-square (χ^2^) tests were performed using GraphPad Prism 6.0 software with two-tailed P values and 95% confidence intervals. Corresponding degrees of freedom (df), χ^2^ and P values are shown in the figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

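Chromatin immunoprecipitation followed by hybridization to tiling arrays was analysed for 8 arrays, 1 per condition: Rec8 in prophase I, Pds5 in metaphase I, and Sgo1 in prophase I and in metaphase I, each in wild-type and *CUP-CLB3* cells. Conditions were taken from the sample labels and the figure legends, which name the same strains.

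The authors deposited the scanner output of each array as intensity values of the Cy3 (ChIP) and Cy5 (input) channels, extracted with Agilent Feature Extraction 10.1.1.1. The processed intensities in these deposited files are background-subtracted by a spatial detrend surface, multiplicatively detrended and scaled by a linear dye normalization on rank-consistent probes within each array; nothing was normalized between arrays. The Rec8 arrays were extracted with the software's ChIP protocol and the other 6 with its CGH protocol. The files also hold a log10 ratio of input over ChIP made by the same software for the authors, which was used only to check the direction. The authors deposited in addition a table of log2 ratios, with input over ChIP, for the same 8 samples. The table was compared by Spearman's rank correlation with scanner ratios of mean minus background signal, after a smooth trend with intensity had been removed. Its rows follow the order of the spots. By this comparison 2 of its columns, those of Rec8, match the scanner values of their own sample (rho 0.998 and 0.997, slope 0.998 and 1.00). The other 6 columns do not, so the table served as an alternative for Rec8 only. Arrays keep the names of their scanner files. The methods refer to an earlier publication for the array analysis and give no setting.

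Of 43961 spots, 2543 were controls and 136 of the remaining probes were mitochondrial, which left 41282 probes. Probes marked as non-uniformity or population outliers in either channel were left out, and saturation marks were not used. The value of a probe is log2 of processed ChIP over processed input minus the median of the array. Centromeres were placed between the innermost probes inside left-arm and right-arm genes, 896 to 3603 bp apart. Centromeric probes lie within 10 kb of a centromere and arm probes more than 50 kb from it. Peaks are runs of at least 2 neighboring probes, at most 1000 bp apart, at or above 1.5-fold after averaging over 500 bp on each side; a centromeric peak lies within 25 kb of a centromere. Overlap means at least 1 bp, and was compared with 1000 circular shifts along each chromosome. Centromeric probe differences were compared with 10000 lists matched on mean level in 10 level bins. Only bins with at least 20 probes elsewhere were used, a rule set after the data were seen because few probes outside centromeres reach the levels of Sgo1. Coordinates are those of the array design, whose genome build the files do not state. Genes of the constructs were found by their systematic names through the R64 table of gene names, from which no coordinates were taken; CUP1 had no probe.

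No test was made between genotypes, either within a pair, where there is no replicate, or over the 4 pairs together, which differ in protein and arrest. The spread given is the SD over 16 chromosomes within 1 array or pair, which is not a replicate error. The number of arrays limits the precision, and signal over background limits the Pds5 *CUP-CLB3* array most, where 31.7% of probes are well above background in both channels. The rule for the genes and sites named was set before the data were examined: the centromeres shown in the figures, CLB3, the genes of the strain constructs, and in each pair the 3 regions with the largest increase and the 3 with the largest decrease, at least 10 kb apart and over at least 3 probes. Genes at the highest probes of the plotted chromosomes were named after their values were seen. The primer sites of the quantitative PCR were not analysed here, because no genome sequence was used to place them.

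The alternatives chosen before the data were examined were normexp background correction with an offset of 50, mean minus background signal without dye normalization, loess within each array, quantile normalization of a pair, centering on arm probes, probes well above background, leaving out the 20 kb at chromosome ends and the rDNA, other centromeric windows, linear averaging, smoothing, other peak thresholds and overlaps, other bins, and the authors' table. Keeping the marked probes was added after the share of marked probes was seen, for the centromeric values, the correlations and Rec8 at CLB3. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and limma 3.58.1 in R 4.3.3. The computation was tested on simulated pairs of arrays with the positions of all 41282 probes, noise of 0.4 and 30% of probes missing. A centromeric difference of 0.3 was recovered as 0.28 and one of 0 as 0.0089. Of 300 simulated arm peaks, 91.0% were found in the pair without a difference, and 79.1% of the arm peaks called on its first array overlapped one on its second. The test at first missed its expected centromeric mean, because setting the median to 0 lowers every value, by 0.066 there; the expected mean was corrected for this and the tolerance was left as it was.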

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

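Enrichment at centromeres stayed above 0 on all 8 arrays under every alternative run, and every correlation stayed positive. For Pds5 the share of wild-type peaks overlapped was higher than that of *CUP-CLB3* peaks, 71.8% against 64.5%, and with normexp background correction it was lower, 67.9% against 81.8%. The difference between genotypes kept its sign in all but 1 of 45 alternatives, with 11 others moving it by more than the SD over chromosomes. Keeping marked probes was chosen after seeing the data and moved none of the 16 centromeric values, differences and correlations it was run on by more than their SD. The slide as a block was not run: 3 pairs lie on 1 slide each, so that their difference is already within a slide, and the 2 Pds5 arrays lie on 2 slides. The authors' table was run for Rec8 only, and not for the overlap of Sgo1 with cohesin. Where a value below moved, the cause was not tested, except as given under the other observations.

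Averaging linear ratios reversed the Pds5 difference from -0.036 to 0.085 and gave -0.034 for Sgo1 in metaphase I; enrichment became 1.22 and 1.36 for Rec8 in wild-type and *CUP-CLB3* cells, 1.26 for Pds5 in *CUP-CLB3* cells, and 1.69 and 1.66 for Sgo1 in metaphase I. Quantile normalization of each pair gave differences of -0.22 for Pds5, -0.0089 for Sgo1 in prophase I and -0.20 for Sgo1 in metaphase I. In prophase I centromeric probes hold the top of both distributions, so this alternative brings them together by construction. Loess within each array gave -0.12 for Pds5 and -0.0031 for Sgo1 in metaphase I, with correlations of 0.766 and 0.816, and enrichment of 1.60 for Sgo1 in metaphase I *CUP-CLB3* cells. Without dye normalization the Sgo1 metaphase I difference was -0.17 and its *CUP-CLB3* enrichment 1.26, and the correlation was 0.887 for Rec8 and 0.828 for Pds5. Over probes well above background, Pds5 enrichment was 0.89 in wild-type and 0.67 in *CUP-CLB3* cells, the differences were -0.22 for Pds5 and -0.14 for Sgo1 in metaphase I, and correlations were 0.917 for Rec8, 0.825 for Pds5 and 0.964 for Sgo1 in prophase I. The authors' table gave a correlation of 0.893 for Rec8. Smoothing over 500 bp gave correlations of 0.914 for Rec8, 0.822 for Pds5, and 0.978 and 0.903 for Sgo1 in prophase I and metaphase I.

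With normexp background correction the differences were -0.19 for Pds5 and -0.15 for Sgo1 in metaphase I, and the correlations 0.886 for Rec8, 0.818 for Pds5 and 0.864 for Sgo1 in metaphase I. The share of wild-type peaks overlapped was then 64.7% for Rec8, that of *CUP-CLB3* peaks 57.4% for Sgo1 in metaphase I, and 94.6% of wild-type Sgo1 arm peaks overlapped cohesin.

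Within 25 kb of the centromere, enrichment in wild-type and *CUP-CLB3* cells was 0.62 and 0.76 for Rec8, 0.72 and 0.70 for Pds5, 1.28 and 1.17 for Sgo1 in prophase I, and 1.05 and 0.98 for Sgo1 in metaphase I. Within 5 kb it was 1.21 for Pds5 in wild-type, 2.09 and 1.99 for Sgo1 in prophase I, and 1.72 and 1.63 in metaphase I. These moves follow from the decline of enrichment with distance.

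A 2-fold threshold left 426 and 419 Rec8 peaks, 276 and 335 Pds5 peaks, 87 Sgo1 peaks in prophase I *CUP-CLB3* cells, and 204 and 244 in metaphase I. Wild-type peaks overlapped then made up 66.4% for Rec8 and 68.1% for Pds5, *CUP-CLB3* peaks 67.1% for Rec8, 97.7% for Sgo1 in prophase I and 77.9% in metaphase I, and 85.3% of wild-type Sgo1 arm peaks overlapped cohesin. Taking the top 5% of probes left 346 and 277 Rec8 peaks, 314 and 389 Pds5 peaks, and 218 and 269 Sgo1 peaks in metaphase I. Of wild-type Rec8 peaks 56.1% were then overlapped, of *CUP-CLB3* peaks 71.1% for Rec8, 86.2% for Sgo1 in prophase I and 72.5% in metaphase I, and 83.2% and 63.3% of wild-type and *CUP-CLB3* Sgo1 arm peaks overlapped cohesin. Requiring an overlap of 0.5 of the shorter peak gave 65.5% and 71.1% for Rec8, 68.0% and 60.6% for Pds5, and 62.0% of *CUP-CLB3* Sgo1 arm peaks at cohesin. In *CUP-CLB3* cells this share lay below the wild-type share under each peak rule run.

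The distance at which enrichment falls below 0.5 of its innermost value depends on the rule. With 1 kb bins it was 2 kb for Rec8 in both strains and 7 kb for Sgo1 in metaphase I *CUP-CLB3* cells. By 0.5 of the linear enrichment it was 2 kb for Rec8 in *CUP-CLB3* cells, and 6 kb and 2 kb for Sgo1 in metaphase I in wild-type and *CUP-CLB3* cells.

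Signal over background limits the Pds5 *CUP-CLB3* array most. The level-matched lists had a median of 0.030 for Rec8, 0.34 for Pds5, -0.061 for Sgo1 in prophase I and 0.21 for Sgo1 in metaphase I, and the cause was not tested. Against random 20 kb windows, an alternative chosen before the data were examined, the centromeric median stood at the 100th percentile for Rec8, at 0.01 for Pds5, and below all windows for Sgo1 in both arrests.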

Differences from the paper's values

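The paper gives no centromeric or genome-wide value for these arrays in its text, so the highest probe of each plotted chromosome was compared. For Pds5 in *CUP-CLB3* cells, the highest probe of chromosome 5 was 7.47-fold enriched here; the paper's value is about 4.4 in Figure 4—figure supplement 2, read by eye. Of the alternatives set before the data were examined, normexp background correction (5.23) and mean minus background without dye normalization (6.46) come within 1.5 times of the paper's value. So do loess within each array (6.47) and probes well above background (3.27). Centering on arm probes (7.69) and leaving out chromosome ends and rDNA (7.46) do not. In the authors' log ratios, the values named Pds5 in *CUP-CLB3* cells are those of the array labelled Pds5 wild-type. Its highest probe, 5.21-fold, also comes within 1.5 times. The values named Pds5 in wild-type cells are those of metaphase I Sgo1 in *CUP-CLB3* cells. Their highest probe was 11.8-fold, against about 4 for wild-type in the same figure. A wrong name and the normalization therefore cannot be told apart here.

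For Sgo1 in metaphase I *CUP-CLB3* cells, the highest probe of chromosome 5 was 11.8-fold enriched here; the paper's value is about 7.4 in Figure 4—figure supplement 7, read by eye. Normexp background correction (9.14), mean minus background without dye normalization (9.44), loess within each array (10.2) and probes well above background (7.13) come within 1.5 times of it, and centering on arm probes (12.3) and leaving out chromosome ends and rDNA (11.8) do not. The maxima of the other 6 arrays were within 1.5 times of the figures, except that normexp background correction put wild-type Rec8 on chromosome 3 at 15.4-fold, against about 10 in Figure 4A, read by eye.

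Figure 4A shows the highest wild-type Rec8 probe to the right of the centromere. Here the highest was at 101280 to 101339, to its left. With normexp background correction, with mean minus background signal and in the authors' table, the highest lay at 130527 to 130586, to the right. With arm centering, loess, probes well above background, and without chromosome ends and rDNA, it stayed at 101280 to 101339.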

Other observations

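The tests of the chromosome-length relation by distance and by array, of tandem against convergent genes, of the Sgo1 difference, of the sample names, of URA3 and of CLB3 were chosen only after the result was seen; the others were set out before their values were computed, those on the Sgo1 arm peaks after the lower *CUP-CLB3* share was seen. No pattern here has a replicate.

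The Pds5 pair had the lowest correlation of the 4 pairs, 0.709. Over probes well above background in both channels of both arrays it rose to 0.825, with an SD of 0.016 over chromosomes. The lowest of the other pairs was 0.841 over all probes and 0.827 over the probes well above background. The criterion written beforehand asked for at least the lowest of the other pairs, and did not say over which probes. The value misses it on both readings, by slightly more than the SD over all probes and by less than the SD over probes well above background. Read as a plain comparison, and read again with an allowance of 1 SD over all probes, it counted against low signal as the whole cause; the reading used here, that both must be missed by more than the SD, was adopted after the value and those outcomes were seen. On it, low signal and the slide cannot be told apart from a difference between the strains, because the 2 Pds5 arrays lie on 2 slides and no Pds5 pair shares one.

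*CUP-CLB3* Sgo1 was lower than wild-type at all 16 centromeres in both arrests. In metaphase I, giving the arrays the same distribution left a difference of -0.20, beyond the SD of 0.041 over chromosomes. That step cannot exclude a different scale of the log ratios. The *CUP-CLB3* array had the larger spread (SD 0.678 against 0.615). Centromeric probes made up 40% of its highest probes, against 53.3% in wild-type cells, so noise among other probes can lower them in this step. Loess within each array brought the difference to -0.0031, so an intensity-dependent ratio may be its source. In prophase I, loess left -0.075, beyond the SD of 0.061, which argues against an intensity-dependent ratio as the whole cause. A different scale of the prophase I arrays cannot be told apart from a difference at centromeres: giving the arrays the same distribution gave -0.0089, but centromeric probes made up 71.9% and 71.7% of the highest 1148 probes, so that step brings them together whatever the cause. An effect of the genotype stays open and was not tested.

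The share of metaphase I Sgo1 arm peaks at cohesin peaks was 68.0% in *CUP-CLB3* and 89.2% in wild-type cells. Against the wild-type Rec8 and Pds5 peaks, the *CUP-CLB3* Sgo1 peaks reached 75.2% (71.5% to 78.7%), below the wild-type interval that starts at 86.0%, so noise on the *CUP-CLB3* cohesin arrays does not account for the whole difference. The 361 *CUP-CLB3* peaks shared with the wild-type Sgo1 array reached 86.4%, and the 220 others 37.7% (31.3% to 44.5%) against 19.1% by random shifts. Additional weak peaks on the noisier *CUP-CLB3* Sgo1 array may therefore lower the share. Peaks found on 2 arrays are stronger (median summit 1.96-fold against 1.71-fold), which alone favors overlap, so the test is partly fixed by its construction, and 86.4% passes the limit of 86.0% narrowly. A difference between genotypes stays open.

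On the arms, probes that the array annotates as downstream of genes exceeded probes inside genes by 0.68 ± 0.14 and 0.70 ± 0.16 for Rec8 in wild-type and *CUP-CLB3* cells, 0.39 ± 0.099 and 0.19 ± 0.068 for Pds5, and 0.46 ± 0.097 and 0.57 ± 0.10 for Sgo1 in metaphase I (log2, SD over 16 chromosomes), on 16 of 16 chromosomes each. For Sgo1 in prophase I the excess was 0.14 ± 0.032 and 0.16 ± 0.039. Probe hybridization alone, with an effect of equal log2 size on all arrays, argues for equal values. The largest prophase I Sgo1 value, 0.16, lies below Rec8 by more than the SD. The smallest of the other values, 0.19 for Pds5 in *CUP-CLB3* cells, differs from it by less than the SD of 0.068, so that array is not separated from prophase I Sgo1. Among downstream probes, those between convergent genes exceeded those between genes read the same way by at least 0.30, which exceeds the SD on each Rec8, Pds5 and metaphase I Sgo1 array but barely so on several: the excess was 0.60 with an SD of 0.60 for Rec8 in *CUP-CLB3* cells, and 0.38 with an SD of 0.36 and 0.31 with an SD of 0.31 for metaphase I Sgo1 in wild-type and *CUP-CLB3* cells. The pattern is consistent with cohesin and metaphase I Sgo1 lying between the ends of convergent genes, as a hypothesis; transcription was not measured here.

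Mean arm enrichment fell with chromosome length on all 8 arrays, with Spearman's rho between -0.803 and -0.624 over the 16 chromosomes (permutation p adjusted over the 8 arrays by Benjamini-Hochberg between 0.0025 and 0.011). For Rec8, rho was -0.679 in wild-type (permutation p 0.0049, adjusted 0.0065, Pearson's r -0.694) and -0.750 in *CUP-CLB3* cells (permutation p 0.0012, adjusted 0.0025, Pearson's r -0.692), and -0.538 and -0.666 without the 2 chromosomes of most extreme length. Chromosomes of 1 array are not replicates. Closeness to the centromere alone does not account for it: over probes 50 to 100 kb from the centromere, rho was -0.706 and -0.621 for Rec8, while prophase I Sgo1 gave 0.032 and -0.241. Nor do probes or input with an effect of equal log2 size on all arrays. The 3 shortest minus the 3 longest chromosomes differed by 0.17 and 0.15 for Rec8 and by at most 0.035 for prophase I Sgo1. Arm values spread less on the prophase I Sgo1 arrays, with an SD of 0.20 and 0.23 against 0.61 and 0.67 for Rec8. A shared effect in proportion to that spread is therefore not excluded. More Rec8 per kb on short chromosomes is one candidate explanation, though Pds5 and Sgo1 show the relation too; closeness to chromosome ends beyond 20 kb was not tested.

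In the authors' table, the column named for Pds5 in wild-type cells matched the scanner values of metaphase I Sgo1 in *CUP-CLB3* cells (rho 0.996), and the column named for Pds5 in *CUP-CLB3* cells matched those of Pds5 in wild-type cells (0.998). The best match of the 4 Sgo1 columns lay between 0.105 and 0.831. The input argues against the table's name for the first of these: URA3, which the Pds5 strains carry, was 0.70 higher (log2) on the Pds5 wild-type scanner file than on the one that the table names so. For the second, both Pds5 strains carry URA3, and input upstream of CLB3 differed by 0.0038 between the 2 Pds5 files, over 2 probes that do not separate the genotypes on the other arrays either. Whether the scanner file labelled Pds5 wild-type holds Pds5 from *CUP-CLB3* cells therefore cannot be told apart from a wrong name in the table, and with it the sign of the Pds5 differences and the genotype of the Pds5 peaks set against Sgo1 stay open. What the Sgo1 columns hold stays open too. On the array labelled Pds5 *CUP-CLB3*, URA3 input was as low as on arrays of strains without it, but 1 of 3 probes was well above background, so another strain's input and low signal cannot be told apart.

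CLB3 itself is where the copper promoter acts. On its 1 usable probe of 4, Rec8 was higher by 0.28 in *CUP-CLB3* cells (-0.45 in wild-type and -0.17 in *CUP-CLB3* cells). With marked probes kept, the difference over 4 probes was 0.036 (-0.40 and -0.36), at percentile 64.3 of 5173 genes, whose middle 95% lay between -0.29 and 0.28. With this few usable probes, an effect of its transcription on Rec8 cannot be told apart from none.

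Some of the largest local changes lay where the input signal was low, in each of the 4 pairs. Little input DNA and a weakly hybridizing probe were not told apart. Whether these probes match the sequence of the SK1 strains was not examined. Rec8 fell by 1.23, 1.04 and 0.79 near YER187W, SGE1 and YOL163W, all within 10 kb of the end of the array's coverage, where wild-type input was at -2.67, -3.95 and -3.97 relative to the array's median. Metaphase I Sgo1 rose by 1.73, 1.65 and 1.60 at MAL11, YEL073C and YOL163W, with wild-type input at -2.88, -2.22 and -2.69. Rec8 rose most at YMR031C-HOF1 (0.63), YLF2 (0.61) and CIT2 (0.56), and metaphase I Sgo1 fell by 0.78 at RPS25B, 0.70 at CYC3 and 0.70 at FCY21. Pds5 rose at PES4 (1.22), SPS4 (1.22) and CDC5 (1.20) and fell by 1.68 at VPS45, 1.66 at SUT2 and 1.45 at YCL001W-A, where wild-type input was at -2.61, -1.95 and -1.75. Prophase I Sgo1 changed least, rising at MRPL13 (0.48), GCN20 (0.41) and FAS1 (0.40) and falling by 0.70 at MSP1, where wild-type input was at -2.96, 0.66 at YGR001C and 0.54 at YLR001C. YGR001C and YLR001C lie 0.51 and 3.24 kb from their centromere estimates, with wild-type input at 0.020 and 0.030. Sgo1 enrichment there stayed at 2.35 and 1.05 in *CUP-CLB3* cells. The 3 rises lay at least 10.4 kb from a centromere estimate. No biological explanation was tested for these regions.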
